# Profiling of chromatin accessibility and identification of general *cis*-regulatory mechanisms that control two ocular lens differentiation pathways

**DOI:** 10.1186/s13072-019-0272-y

**Published:** 2019-05-03

**Authors:** Yilin Zhao, Deyou Zheng, Ales Cvekl

**Keywords:** ATAC-seq, Differentiation, Lens, “Open” chromatin, RNA-seq, Tissue specificity

## Abstract

**Background:**

Promoters and enhancers are *cis*-regulatory DNA sequences that control specificity and quantity of transcription. Both are rich on clusters of *cis*-acting sites that interact with sequence-specific DNA-binding transcription factors (TFs). At the level of chromatin, these regions display increased nuclease sensitivity, reduced nucleosome density, including nucleosome-free regions, and specific combinations of posttranslational modifications of core histone proteins. Together, “open” and “closed” chromatins represent transcriptionally active and repressed states of individual genes, respectively. Cellular differentiation is marked by changes in local chromatin structure. Lens morphogenesis, regulated by TF Pax6, includes differentiation of epithelial precursor cells into lens fibers in parallel with differentiation of epithelial precursors into the mature lens epithelium.

**Results:**

Using ATAC-seq, we investigated dynamics of chromatin changes during mouse lens fibers and epithelium differentiation. Tissue-specific features of these processes are demonstrated via comparative studies of embryonic stem cells, forebrain, and liver chromatins. Unbiased analysis reveals *cis*-regulatory logic of lens differentiation through known (e.g., AP-1, Ets, Hsf4, Maf, and Pax6 sites) and novel (e.g., CTCF, Tead, and NF1) motifs. Twenty-six DNA-binding TFs, recognizing these *cis*-motifs, are markedly up-regulated in differentiating lens fibers. As specific examples, our ATAC-seq data uncovered both the regulatory regions and TF binding motifs in *Foxe3*, *Prox1*, and *Mip* loci that are consistent with previous, though incomplete, experimental data. A cross-examination of Pax6 binding with ATAC-seq data demonstrated that Pax6 bound to both open (H3K27ac and P300-enriched) and closed chromatin domains in lens and forebrain.

**Conclusions:**

Our study has generated the first lens chromatin accessibility maps that support a general model of stage-specific chromatin changes associated with transcriptional activities of batteries of genes required for lens fiber cell formation. Analysis of active (or open) promoters and enhancers reveals important *cis*-DNA motifs that establish the molecular foundation for temporally and spatially regulated gene expression in lens. Together, our data and models open new avenues for the field to conduct mechanistic studies of transcriptional control regions, reconstruction of gene regulatory networks that govern lens morphogenesis, and identification of cataract-causing mutations in noncoding sequences.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-019-0272-y) contains supplementary material, which is available to authorized users.

## Introduction

Cellular differentiation is driven by the coordinated expression of batteries of genes that encode proteins required for cellular specialization and function. Differentiation is mostly regulated at the level of transcription. Tissue specificity of transcription is primarily regulated by a combinatorial action of sequence-specific DNA-binding transcription factors and their interactions with promoters and distal enhancers [1, 2]. Both promoters and enhancers of transcriptionally active genes display increased sensitivity to nuclease digestion [3] and are located to “open” chromatin domains. Open chromatin regions display lower nucleosomal density or even nucleosome-free regions [2]. In addition, active chromatin is marked by a specific combination of modified core histone proteins (H3K27ac, H3K4me1, and H3K4me3) and by the presence of H2A.Z and H3.3 histone variants [4–6]. In contrast, transcriptionally repressed genes are often organized within “closed” chromatin domains, marked by different histone modifications (e.g., H3K27me3 and H3K9me3) [2, 7]. Hence, distinct cell types as well as differentiation cascades yielding differentiated cells display unique chromatin structure. Studies of chromatin dynamics, such as changes in open chromatin regions during differentiation and between different cell types, thus provide critical insights into the molecular mechanisms of tissue specialization and differentiation.

The ocular lens is a highly specialized tissue that is formed from a single lens progenitor cell type. The progenitors give rise to the lens vesicle, comprised of lens precursor cells that ultimately differentiate into lens epithelial and lens fiber cells [8, 9]. Thus, lens differentiation is an excellent model to study early (i.e., formation of lens progenitors), middle (i.e., formation of lens fibers and lens epithelium), and late stages of differentiation (maturation of epithelium and terminal differentiation–maturation of lens fibers including degradation of their nuclei) [10]. Mouse lens differentiation is the leading model for understanding the complexity of these processes [11]. The lens precursor cells form a transitional polarized structure, the hollow lens vesicle in E11.5 mouse embryos. Its anterior part differentiates into the lens epithelium while its posterior part differentiates into the “primary” lens fibers to fill up the space by E14.5 of mouse embryogenesis (Fig. 1a). The bulk of the mature lens is formed by highly elongated lens fibers that represent cells at the terminal differentiation state. From E14.5, lens growth is driven by a proliferating subpopulation of the lens epithelium (“germinative zone”) that exits the cell cycle at the lens equator and generates “secondary” lens fibers [8, 9]. The newborn (P0.5) mouse lens is comprised of approximately 30,000 epithelial and over 140,000 lens fiber cells (Fig. 1a) [9, 12]. Recent transcriptome analysis of both lens epithelium and fibers by RNA-seq revealed thousands of differentially expressed genes (DEGs) between these two compartments, including a number of highly lens-specific genes [13]. Analysis of transcription factors (TFs) and their DNA-binding motifs among the differentially expressed genes confirmed pivotal roles of many known TFs and implicated novel TFs that may help drive lens differentiation. A major question in the field is to link the expression data with changes in chromatin structure. In turn, the analysis of chromatin accessibility would allow genome-wide identification of promoter regions and distal enhancers and unbiased analysis of the *cis*-regulatory grammar [2] of the lens-specific gene expression programs.

**Fig. 1:**
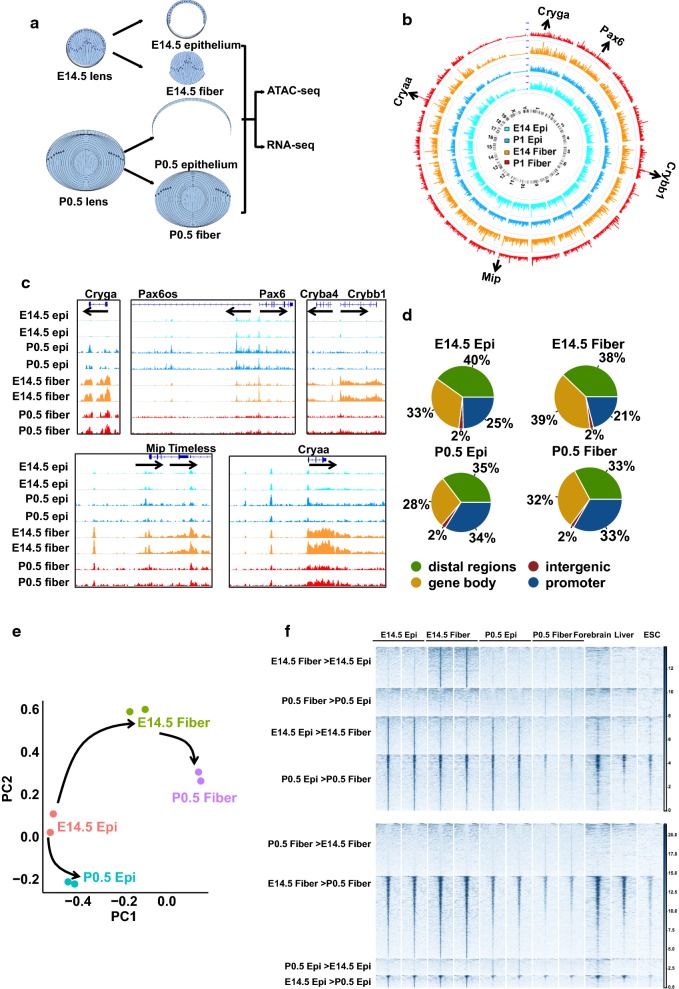
ATAC-seq analysis of lens fibers and lens epithelium. **a** Schematic diagram of embryonic E14.5 and newborn (P0.5) lens morphology. **b** Circos plot of global chromatin accessibility in all ATAC-seq samples (mean read counts inside peaks from biological replicates normalized by all read numbers inside all peaks). The arrows mark some genes with highest peaks in E14.5 fibers. **c** ATAC-seq signal tracks of the genes marked in panel **b**. **d** Pie charts show the genomic distributions of peaks. **e** Principal component analysis of the top 500 peaks with the biggest variance across 8 samples. The arrows show lens fiber cell differentiation (E14.5 epithelium (epi) → E14.5 fibers → P0.5 fibers) and epithelium maturation (E14.5 epi → P0.5 epi) paths. **f** Heat maps show the read densities of lens, forebrain, liver, and ESCs ATAC-seq data within ± 5 kb from the centers of differential accessible regions (DARs) which are from the pairwise comparison. Epi and fiber represent epithelial and fiber cells

The entire process of lens differentiation, from the birth of individual lens progenitor cells to the terminal differentiation of lens fibers and massive up-regulation of crystallin gene expression, is directly or indirectly regulated by the transcription factor Pax6 [10, 14, 15]. Pax6 acts as a dual transcriptional activator and repressor [16] through interactions with and recruitment of different chromatin remodeling complexes [17]. Other well-studied transcription factors of lens differentiation include c-Maf, FoxE3, Gata3, Hsf4, Mab21l1, Msx2, Pitx3, Prox1, Sox1, Sox2, Sox11, Tfap2a (AP-2α), and Zeb2 (Sip1) [11]. More recent studies point to the involvement of transcription factors downstream of BMP, FGF, Hippo-Yap, integrin, and Notch signaling [11]. Nevertheless, the regulatory mechanisms and genome-wide targets of these transcription factors remain poorly understood in lens differentiation.

Recent advances in genome technologies greatly simplify the identification of open chromatin domains using a single assay, the ATAC-seq [18]. Using this method, a series of recent studies have made novel insights into the dynamics of open chromatin during early lineage commitments and terminal differentiation [19–22]. In the present study, we aimed to investigate dynamic changes in chromatin structure during lens differentiation and employed recently published datasets of non-lens cells for comparative studies to examine the detected open chromatin regions. We started with the E14.5 lens, which allows precise separation of the nascent lens epithelium and lens fiber mass. We also linked our new ATAC-seq data to our previously published RNA-seq data. Likewise, we also analyzed P0.5 lens, which represents a stage comprised from easily separable mature lens epithelium and lens fibers. We further compared our lens ATAC-seq data with other publicly available data to achieve more comprehensive understandings of lens open chromatin dynamics and their functions in lens differentiation.

## Results

### Identification of open chromatin domains in E14.5 and P0.5 lens epithelium and lens fibers by ATAC-seq

To identify and characterize chromatin dynamics during mouse lens differentiation, we collected E14.5 and P0.5 lens epithelial and fiber cells through micro-dissection (Fig. 1a). The isolated nuclei were used to construct ATAC-seq libraries in duplicates for sequencing, following an established protocol [18]. 

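In ATAC-seq, the transposase Tn5 cuts accessible DNA and attaches sequencing adaptors to it, so that sequenced fragments accumulate at open chromatin. The experiment held 4 groups with 2 libraries in each, 8 in all: lens epithelium and lens fibers of CD1 mice at E14.5 and at P0.5, a stage that Table S1 names P1. Per sample, 8 lenses were used at E14.5 and 6 at P0.5. Cells numbered approximately 15000 in both E14.5 tissues, 50000 in P0.5 epithelium and 25000 in P0.5 fibers. By the paper's Table S1, the deduplicated read pairs of the 2 libraries were 14577676 and 14325269 in E14.5 epithelium and 18509184 and 15667394 in E14.5 fibers. They were 15106027 and 13007569 in P0.5 epithelium and 10030920 and 11804598 in P0.5 fibers. The paper's share of reads inside peaks was 0.26 in both libraries of E14.5 epithelium and 0.32 and 0.41 in E14.5 fibers. It was 0.12 and 0.11 in P0.5 epithelium and 0.08 and 0.07 in P0.5 fibers. The authors trimmed the reads, mapped them to the mouse genome (mm10), removed mitochondrial and duplicated reads, pooled the 2 libraries of a group and called peaks with MACS2. The 4 resulting lists give the position and summit of each peak, the authors' fold enrichment at the summit over the local background, and the −log10 of its p and q values. They hold no reads and no values of single libraries, so no value taken from the lists has an error between replicates or a test across replicates. Only Table S1 gives read pairs, numbers of peaks and shares of reads inside peaks per library. No test was run on them. Confidence intervals (95%) cover counting error only and treat peaks as independent. All peaks on the 21 chromosomes lay inside the chromosomes of GRCm38, the assembly called mm10. Fold enrichment was used to rank peaks within their own list, with rank 1 for the highest. Its values were not compared between lists, since the lists differ in depth and in the share of reads inside peaks. Peaks with the same fold enrichment share a rank.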

We obtained an average of 24.5 million read pairs per sample after filtering, and their alignment rates to the mouse genome were over 96% (Additional file 1: Table S1). 

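In the pooled list of E14.5 epithelium there were 100003 peaks with a median width of 226 bp, which covered 38.3 Mb. The E14.5 fiber list held 123743 peaks with a median width of 298 bp and covered 61.3 Mb. At P0.5 there were 58592 peaks in epithelium (median width 209 bp, 20.3 Mb covered) and 62995 in fibers (median width 185 bp, 18.5 Mb covered). The weakest peak of the 4 lists had a −log10 q value of 1.33. The q value was under 0.001 for 87.9% of the E14.5 epithelium peaks, 80.5% of the E14.5 fiber peaks and 86.7% of the P0.5 epithelium peaks, but for 48.9% of the P0.5 fiber peaks. A threshold of 0.001 in place of 0.05 therefore moved the P0.5 fiber list most, to 30793 peaks. For single libraries, the paper's Table S1 gives 73858 and 68209 peaks in E14.5 epithelium, 86545 and 71136 in E14.5 fibers, 46876 and 38254 in P0.5 epithelium, and 18736 and 26763 in P0.5 fibers. The pooled list held 2.35 times as many peaks as the larger of the 2 library lists in P0.5 fibers, and 1.35, 1.43 and 1.25 times as many in E14.5 epithelium, E14.5 fibers and P0.5 epithelium.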

We next called peaks for each sample using the software MACS2 (v 2.1.0) [23] and got > 100,000 and ~ 60,000 peaks for E14.5 and P0.5 samples, respectively, with adjusted *p* values (*q*) < 0.05 as cutoff (Additional file 1: Table S1). After filtering out peaks in the mouse genome blacklist regions [24], we identified a total number of 185,297 peaks across all eight samples. 

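The 4 pooled lists were merged with bedtools at a distance of 10 bp, without removal of blacklisted regions, which gave 185368 merged peaks with a median width of 241 bp. Of these, 110230 (59.5%) held a peak of 1 list, 34084 of 2 lists and 20905 of 3 lists. The other 20149 (10.9%) held a peak of every list. Of the merge distances and q values tried, a q value under 0.001 moved the number most, to 136375 merged peaks.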

Importantly, ATAC-seq data showed high correlations between all biological replicates (Pearson correlation coefficients (*r*) > 0.95, Additional file 2: Fig S1), indicating highly reproducible data. We first used the Circos plots to visualize global chromatin accessibility and illuminate differences among all samples (Fig. 1b). This global visualization and analyses of individual peaks revealed a global reduction of chromatin accessibility from E14.5 to P0.5 in both lens epithelium and fibers (Additional file 2: Fig S1). 

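The pooled E14.5 list held 1.71 times as many peaks as the P0.5 list in epithelium and 1.96 times as many in fibers. The bases covered by peaks were 1.89 times as many at E14.5 in epithelium and 3.32 times as many in fibers. Among peaks with a q value under 0.001, the ratio of peak numbers was 1.73 in epithelium and 3.24 in fibers. The median −log10 q value of the peaks was 7.39 in E14.5 epithelium, 6.205 in E14.5 fibers, 7.08 in P0.5 epithelium and 2.76 in P0.5 fibers. From the read pairs in Table S1, the depth at E14.5 was 1.03 times that at P0.5 in epithelium and 1.57 times in fibers. The signal of single libraries, which Fig. S1 rests on, was not analysed here.

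**Figure D1:**
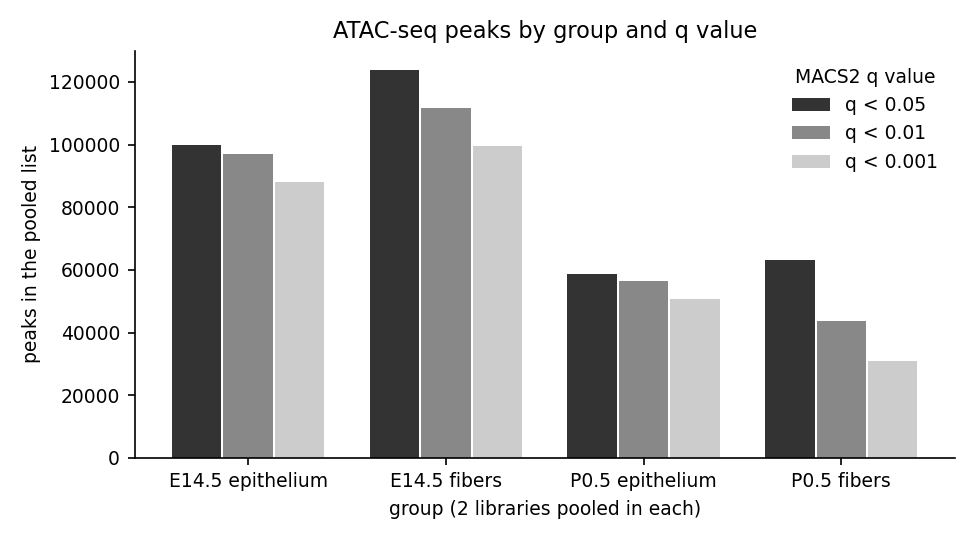
Number of ATAC-seq peaks (vertical axis) in the pooled list of each group (horizontal axis) at q values under 0.05, 0.01 and 0.001 (bars). At 0.01 there were 96985 and 111515 peaks in E14.5 epithelium and fibers, and 56544 and 43598 in P0.5 epithelium and fibers.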

We further examined specific regions with high ATAC-seq signals. 

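In E14.5 fibers, the widest peak spanned 31.8 kb of chromosome 5, from 112254280 to 112286059, and had rank 611 by fold enrichment in its list. It covered the whole gene body of Crybb1 (112255820 to 112269585), and its summit lay 101 bp from a transcription start site of Tpst2. Next in width was a peak of 18.7 kb on chromosome 17, from 31676538 to 31695274, at rank 283, which covered all of Cryaa (31677931 to 31681730). The other peaks among the 5 widest lay at Slc2a1 (15.1 kb), between genes on chromosome 15 (13.6 kb) and over Crygn (12.0 kb), with the summit outside the gene body. At Mip, which encodes aquaporin 0 and lies on chromosome 10 from 128225810 to 128231812, a peak of 9371 bp had rank 2622, with its summit outside the gene body 6.41 kb from the transcription start site. Cryga, on chromosome 1 from 65100389 to 65103363, was covered by a peak of 4877 bp at rank 1605. At Pax6, on chromosome 2 from 105668896 to 105698410, the highest-ranked peak was 10551 bp wide with its summit in an intron, at rank 593. These ranks are among 123743 peaks. The 5 peaks with the highest fold enrichment in each list lay at none of these genes. They were nearest to Esp38, Axin2, Zc3h7a, Lars2, Filip1l, Lrrc4c or Col19a1, or on an unplaced scaffold. Of the peak nearest to Esp38, 42.1% lay in an annotated rRNA gene in E14.5 fibers. In P0.5 fibers, 98.1% of the 25-bp words of the peak nearest to Col19a1 occur in the mitochondrial genome. In E14.5 epithelium, 81.6% of the peak nearest to Lrrc4c was repeat-masked. Blacklisted regions, which the paper filtered out, were kept here, so these values may not reflect accessibility of the locus.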

Notably, we found that they were mapped to both critical regulatory (e.g., Pax6) and structural (e.g., Cryaa, Crybb1, Cryga, and Mip/aquaporin0; Fig. 1c) genes of the lens morphogenesis. Some of those ATAC-seq peaks were cell type specific while other peaks were spatially and temporally shared. For example, Cryga, Cryba4, Crybb1, Mip, and Cryaa showed peaks with higher signals in lens fibers while Pax6 showed peaks with higher signals in lens epithelium. 

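Of the P0.5 epithelium peaks, 78.1% (Wilson 95% confidence interval 77.8% to 78.5%) were overlapped by at least 1 bp by a peak of E14.5 epithelium, and 42.0% (41.7% to 42.3%) of the E14.5 epithelium peaks were overlapped in return. In fibers, the share was 57.5% (57.2% to 57.9%) of the P0.5 peaks and 23.9% (23.6% to 24.1%) of the E14.5 peaks. Between tissues at E14.5, fiber peaks overlapped 69.3% (69.0% to 69.5%) of the epithelium peaks, and 50.2% (49.9% to 50.5%) of the fiber peaks were overlapped by epithelium peaks. At P0.5 the shares were 39.3% (38.9% to 39.7%) and 38.2% (37.8% to 38.6%). The largest change in any of these shares came from requiring an overlap of 50% of both peaks, which left 14.7% of the P0.5 fiber peaks overlapped by E14.5 fiber peaks. With equal numbers of peaks, the share of E14.5 epithelium peaks overlapped at P0.5 rose to 63.8%. The share of E14.5 peaks that was also called at P0.5 rose with the strength of the peak. In the weakest 10% of the E14.5 list by p value it was 5.45% in epithelium and 6.33% in fibers. In the strongest 10% it was 99.9% and 92.2%.

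**Figure D2:**
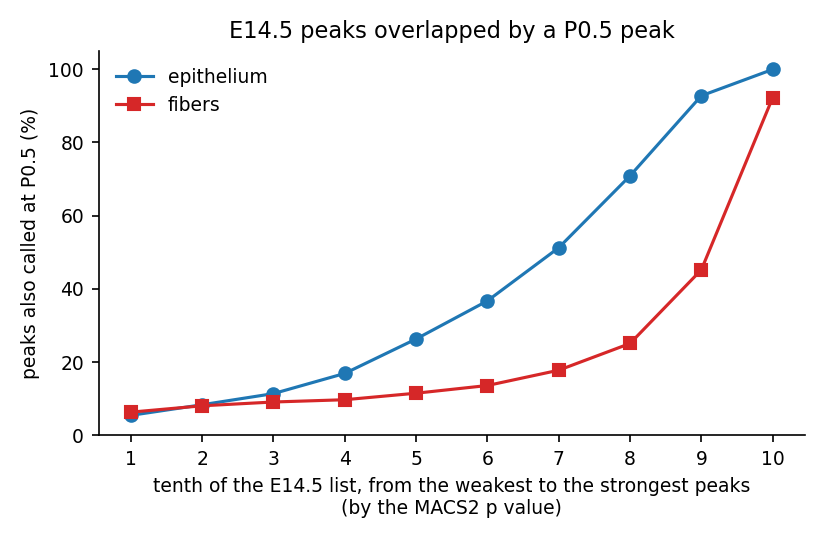
Share of E14.5 peaks overlapped by a P0.5 peak of the same tissue (vertical axis, percent) in 10 parts of the E14.5 list from the weakest to the strongest peaks by p value (horizontal axis), for epithelium (circles) and fibers (squares). In the part next to the strongest, the share was 92.7% in epithelium and 45.2% in fibers.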

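Ranks by fold enrichment are given as a percent of the length of each list. This percent also depends on how many weak peaks a list holds, so small differences between lists do not order the groups. Peaks with a q value under 0.001 made up 48.9% of the P0.5 fiber list and at least 80.5% of each other list. For Cryga, the highest-ranked peak over the promoter or gene body stood at 61.2% of the list in E14.5 epithelium, 1.30% in E14.5 fibers, 66.3% in P0.5 epithelium and 15.7% in P0.5 fibers. For Crybb1 the values in the same order were 10.4%, 0.494%, 31.6% and 3.82%. For Mip they were 16.0%, 2.12%, 36.4% and 14.0%. For Cryaa they were 3.73%, 0.229%, 18.0% and 3.82%. Fold enrichment is taken at the summit, which can lie outside the gene, so some of these ranks may belong to a neighbour. In E14.5 fibers the Crybb1 summit lay 101 bp from a transcription start site of Tpst2. The Mip summit there lay 6412 bp from its transcription start site, beyond the gene end, where Timeless follows from 128232063. In P0.5 fibers the Cryaa summit lay 4191 bp from the transcription start site, outside the gene body. Cryba4, next to Crybb1 on chromosome 5 from 112246492 to 112252518, had no promoter peak in P0.5 epithelium and its best gene body peak there stood at 86.7%. Its promoter also reaches the wide peak over Crybb1 in E14.5 fibers. For Pax6, the summit of the highest-ranked peak was 6.46 kb downstream of the transcription start site in E14.5 epithelium, where it stood at 3.73% of the list. In E14.5 fibers it stood at 0.479%, in P0.5 epithelium at 6.64% and in P0.5 fibers at 6.31%. The gene body of Pax6 was overlapped by 25 peaks in E14.5 epithelium, 12 in E14.5 fibers, 17 in P0.5 epithelium and 16 in P0.5 fibers. A wide peak counts once, so such numbers do not measure accessibility. The share of the gene body covered by peaks was computed for the 19556 protein-coding genes of at least 1 kb. Crystallin genes were taken by their symbol, and whether each encodes a lens crystallin was not assessed. The set includes Crybg1, Crybg2, Crybg3, Cryl1 and Crym, covered to 2.53%, 6.11%, 2.14%, 2.10% and 0% in E14.5 fibers. The median over the 21 genes was 8.15% in E14.5 epithelium, 93.1% in E14.5 fibers, 2.26% in P0.5 epithelium and 12.8% in P0.5 fibers. Over all genes the medians were 2.55%, 4.06%, 1.39% and 1.29%. At least 50% of the gene body was covered at 14 crystallin genes in E14.5 fibers, at 2 in E14.5 epithelium, at 2 in P0.5 fibers and at 0 in P0.5 epithelium. Leaving out the first 2 kb of each gene body, which moved these counts most, gave 12 of 19 genes in E14.5 fibers and 3 in P0.5 fibers.

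**Figure D3:**
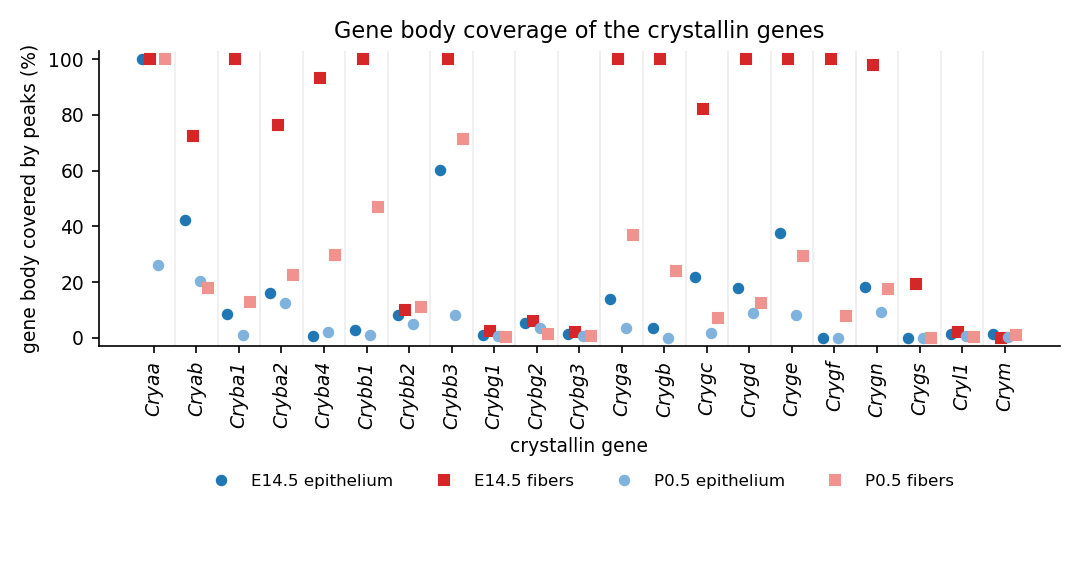
Share of the gene body covered by peaks (vertical axis, percent) for the 21 crystallin genes (horizontal axis) in each of the 4 groups (blue circles for epithelium, red squares for fibers, lighter for P0.5). Crybb3 is covered to 100% in E14.5 fibers, 71.2% in P0.5 fibers, 60.3% in E14.5 epithelium and 8.32% in P0.5 epithelium.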

We next examined the distributions of peaks at promoters, gene bodies, intergenic regions, and distal regions (Fig. 1d). 

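Peaks on chromosomes 1 to 19, X and Y were placed stepwise in the classes of the methods, with the 45756 curated RefSeq transcripts of 26180 genes. A peak within 2 kb of a transcription start site was a promoter peak, and a peak over a gene body came next. Of the remainder, peaks within 50 kb of a gene body were distal and all others intergenic. In E14.5 epithelium, 24.8% of 99921 peaks (Wilson interval 24.6% to 25.1%) lay at promoters, 46.5% in gene bodies, 21.2% in distal regions and 7.47% in intergenic regions. In E14.5 fibers the shares were 20.1% (19.8% to 20.3%), 54.3%, 19.7% and 5.94% of 123686 peaks. In P0.5 epithelium they were 34.6% (34.3% to 35.03%), 38.7%, 18.9% and 7.79% of 58502 peaks. In P0.5 fibers they were 33.6% (33.3% to 34.0%), 44.9%, 16.2% and 5.203% of 62922 peaks. The promoter share depended on the strength of the peaks. In the weakest 10% of each list by p value it was 14.3%, 10.6%, 16.8% and 13.5% in the same order of groups, and in the strongest 10% it was 81.9%, 76.6%, 88.8% and 91.4%. The alternative that moved a promoter share most was a q value under 0.001, which gave 50.7% in P0.5 fibers.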

P0.5 epithelium and fibers showed a higher percentage of peaks mapped to promoters than E14.5 epithelium and fibers (*p* = 0.21 for percentages of promoter peaks in E14.5 vs. P0.5 epithelium and *p* = 0.08 for E14.5 vs. P0.5 fibers; Chi-squared test). 

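The promoter share at P0.5 was higher than at E14.5 by 9.83 percentage points in epithelium (Newcombe 95% confidence interval 9.36 to 10.3) and by 13.6 points in fibers (13.1 to 14.0). With equal numbers of peaks, the 58592 strongest of each list by p value, the difference was 3.39 points in epithelium (2.85 to 3.93) and 5.51 points in fibers (4.97 to 6.04). With a q value under 0.001 it was 11.1 points in epithelium and 28.4 points in fibers. The number of genes with a promoter peak was lower at P0.5. Of 21000 protein-coding genes, 14750 (70.2%) had a promoter peak in E14.5 epithelium and 14054 (66.9%) in P0.5 epithelium. In fibers there were 14941 (71.1%) at E14.5 and 13565 (64.6%) at P0.5.

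**Figure D4:**
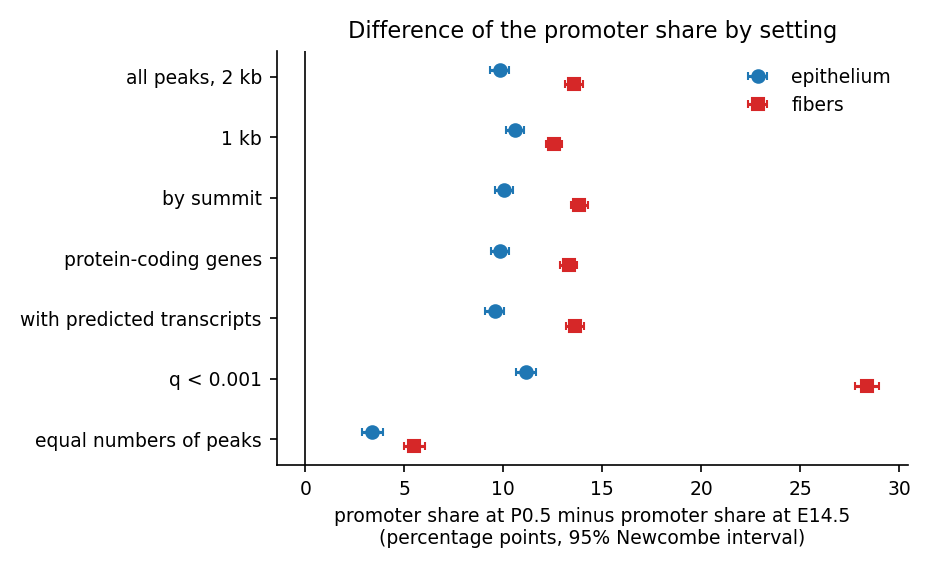
Promoter share at P0.5 minus that at E14.5 (horizontal axis, percentage points) under each setting (vertical axis), for epithelium (circles) and fibers (squares), with 95% Newcombe intervals as error bars. The difference is above 0 in every setting shown. Predicted transcripts, a setting chosen after the data were seen, gave 9.57 points in epithelium and 13.6 points in fibers.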

Principal component analysis of the top 500 peaks with biggest variances separated the eight samples into four groups and organized them into two differentiation pathways that matched the known biology of lens differentiation (Fig. 1e): lens fiber cell differentiation (E14.5 epithelium → E14.5 fibers → P0.5 fibers) and epithelium maturation (E14.5 epithelium → P0.5 epithelium).

To identify the regions with spatially or temporally differential chromatin accessibilities, we conducted four pairwise comparisons (E14.5 epithelium vs. E14.5 fibers, P0.5 epithelium vs. P0.5 fibers, E14.5 epithelium vs. P0.5 epithelium, and E14.5 fibers vs. P0.5 fibers). 

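The peak lists hold no read counts, so differential accessibility was described by which lists called a peak. Among the merged peaks of epithelium, 51209 were called only at E14.5, 11576 only at P0.5 and 40332 at both stages. In fibers, 92951 were called only at E14.5, 26101 only at P0.5 and 29604 at both. Equal numbers of peaks per list brought the numbers closest to each other, with 19251 and 15969 in epithelium and 35228 and 28765 in fibers. Requiring a q value under 0.001 at one stage and no call at the other gave 41140 and 7174 in epithelium and 70955 and 6496 in fibers. Between tissues at E14.5, 30744 epithelium peaks were not overlapped by a fiber peak and 61628 fiber peaks were not overlapped by an epithelium peak. At P0.5 the numbers were 35543 and 38938.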

We detected thousands of differentially accessible regions (DARs) using EdgeR [25] by the following parameters: false discovery rate (FDR) < 0.05, counts per million mapped reads (cpm) > 2, and fold change (FC) > 2 (Additional files 3 and 4: Table S2 and Fig. S2). Finally, we generated comparative heat maps of ATAC-seq read densities at ± 5 kb from DARs centers to visualize the patterns of chromatin in lens. To find out whether those DARs are open in non-lens cell types, we also included ATCA-seq data of E14.5 forebrain (ENCSR810HQR), E14.5 liver (ENCSR032HKE), and ESCs (GSE66390) [26] downloaded from ENCODE [24, 27] and GEO [28]. Most notably, the peaks with higher signals in fibers than in epithelium at E14.5 and P0.5 did not show any signals in forebrain, liver, and ESCs chromatins. On the contrary, some of the peaks with higher signals in epithelium than in fibers at both E14.5 and P0.5 also showed ATAC-seq signal enrichments in forebrain, liver, and ESCs samples. Temporally, the peaks with higher signals in P0.5 were absent in forebrain, liver, and ESCs. However, the peaks with higher signals in E14.5 showed clear signals in other cell types (Fig. 1f). Taken together, these analyses both demonstrate quality and reproducibility of our lens ATAC-seq data and reveal numerous lens open chromatin regions that are closed in forebrain, liver, and ESCs.

### Characterization of eight chromatin accessibility patterns through lens development

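Merged peaks were sorted into 8 groups by the lists that called them, after the pairwise comparisons of epithelium with fibers and of E14.5 with P0.5. A peak unique to a sample was called there and neither in the other tissue of the same stage nor in the same tissue of the other stage. A shared peak was called in both lists of a tissue or of a stage and in neither of the other lists. There were 25559 peaks unique to E14.5 epithelium, 56193 unique to E14.5 fibers, 10466 unique to P0.5 epithelium and 25090 unique to P0.5 fibers. Epithelium of both stages shared 4226 peaks and fibers of both stages shared 4507. Both E14.5 tissues shared 21164 peaks and both P0.5 tissues 648. Of the peaks unique to P0.5 fibers, 24.2% had a q value under 0.001. In the other unique groups this share was 70.8% for E14.5 epithelium, 66.0% for E14.5 fibers and 61.4% for P0.5 epithelium. Requiring a q value under 0.001 in the group left 6076 peaks unique to P0.5 fibers, the largest change of a unique group as a ratio. With equal numbers of peaks, 15523 were unique to E14.5 fibers, the largest change in the number of peaks, and 26885 to P0.5 fibers. In epithelium equal numbers reversed the order of the stages, with 9021 peaks unique to E14.5 and 14145 to P0.5. The order in fibers was reversed as well.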

To better understand lens chromatin dynamics, we first identified the open chromatin regions unique to each sample and then defined regions either shared temporally between E14.5 and P0.5 at epithelium or fibers or spatially between epithelium and fibers (Fig. 2a, Additional file 5: Table S3). We further evaluated the median RNA expression levels of genes associated with the top 100 peaks (ranked by fold changes) using our previous RNA-seq data [29]. This analysis found that the expression patterns of the genes with shared ATAC-seq peaks were similar to the patterns of their ATAC-seq signal differences. However, the genes with unique peaks did not exhibit expression patterns mirroring the uniqueness in chromatin accessibilities (Fig. 2b, Additional file 6: Fig. S3). We thus examined the genomic distributions of the unique and shared peaks and found a few notable differences. For example, compared to the groups of peaks with higher signals in E14.5 epithelium or fibers, the peaks with higher signals in P0.5 epithelium and fibers had higher percentages of promoter peaks (*p* = 0.13 for percentages of promoter peaks in E14.5 vs. P0.5 epithelium, *p* = 0.28 for E14.5 vs. P0.5 fibers, Chi-squared test) (Fig. 2c). This finding prompted us to perform an unbiased functional classification of gene groups with distinct patterns of ATAC-seq peaks.

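Among the unique peaks, 10.9% (Wilson interval 10.5% to 11.2%) of those of E14.5 epithelium lay at promoters, and 8.07% (7.57% to 8.61%) of those of P0.5 epithelium. In fibers the promoter share was 9.72% (9.48% to 9.97%) at E14.5 and 9.31% (8.95% to 9.67%) at P0.5. From E14.5 to P0.5, the promoter share of unique peaks in epithelium fell by 2.78 percentage points (Newcombe interval −3.42 to −2.12). In fibers it fell by 0.419 points, with an interval from −0.851 to 0.0195, so that no difference was detectable in fibers at this number of peaks. The difference in fibers was −0.390 points with promoters within 1 kb (−0.688 to −0.0828). It was −0.757 points (−1.19 to −0.312) for peaks unique against all 3 other groups, an alternative chosen after the data were seen. Under other alternatives the sign changed. With a q value under 0.001 in the group, the difference of P0.5 to E14.5 was 1.27 points in fibers (0.449 to 2.13) and −2.95 in epithelium. With equal numbers of peaks it was 1.15 points in fibers (0.557 to 1.73) and 0.105 in epithelium, where the interval from −0.675 to 0.870 held 0. Among shared peaks, the promoter share was 7.63% in epithelium, 12.9% in fibers, 11.4% at E14.5 and 10.5% at P0.5.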

**Fig. 2:**
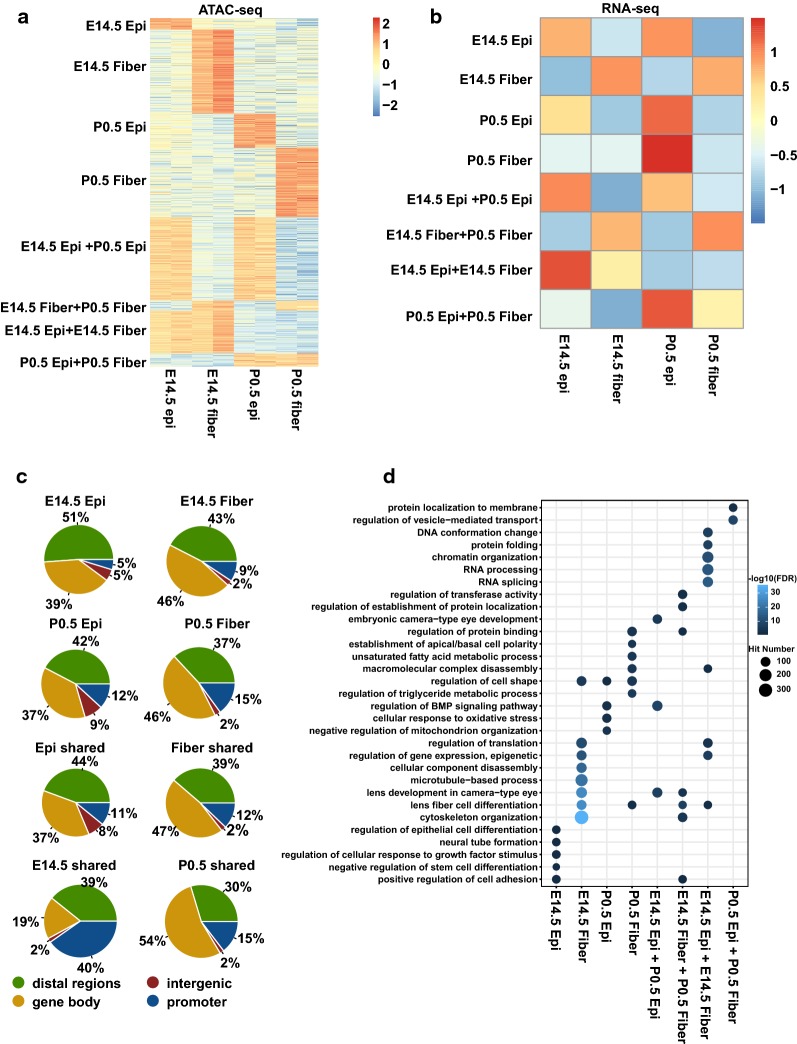
Analysis of unique or shared clusters of open chromatin regions. **a** Heat map shows ATAC-seq signals for unique and shared peak groups. **b** Heat map shows median expression of the genes associated with the top 100 most different peaks (ranked by fold change). **c** Pie charts show the genomic distributions of the unique and shared peaks. **d** Dot plot shows the enriched GO terms for each group of peaks. The dot color represents –log10(FDR), and the dot size represents number of regions in the GO terms

We thus analyzed the enrichments of gene ontologies (GO) for each cluster of peaks using the GREAT software (v 3.0.0) [30]. We found that individual clusters of peaks were enriched for genes of various functions but all related to cellular differentiation and tissue remodeling. For example, “regulation of epithelial cell differentiation,” and “negative regulation of stem cell differentiation” were enriched in the peaks that were unique in E14.5 epithelium, while “cytoskeleton organization” and “lens fiber cell differentiation” were enriched in the peaks unique in E14.5 fibers. “Regulation of BMP signaling pathway” term was enriched in the peak group with higher signals in P0.5 epithelium as well as the peaks shared between the E14.5 and P0.5 epithelium (Fig. 2d). Importantly, these findings are fully consistent with current knowledge of lens differentiation.

To probe whether the patterns of co-regulated gene expression could be directly linked to the *cis*-regulatory grammar of transcription, we next searched for the transcription factor binding motifs that were significantly enriched inside each cluster in relation to all ATAC-seq peaks using the HOMER (v 4.7) software [31]. The Tead motif was the top enriched *cis*-element in the group of peaks with highest signals in E14.5 epithelium as well as within the peaks shared between E14.5 and P0.5 epithelium. 

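HOMER's matrices were not used here. Each motif was searched as a consensus, written from Fig. 3a, on both strands of the 200 bp centred on the summit. The share of peaks with a match was set against 10000 random sets of merged peaks, drawn with the same distribution of width and GC content, out of 185271 merged peaks. The percentile among these sets describes the lists and is not a test across replicates. The random sets were drawn from all merged peaks, the group included, which pulls the ratio toward 1, most in large groups. The motifs are ones the paper names from its own search of the same data. A high place among them is therefore not independent support. The Tead consensus GGAATG occurred in 16.6% of 25556 peaks unique to E14.5 epithelium. The median of the random sets was 13.8%, with 95% of them between 13.4% and 14.1%, a ratio of 1.21 and a percentile of 100. Among 9 motifs searched, this ratio was the highest in that group. In the 4219 peaks shared by epithelium of both stages, the share was 29.9% against a random median of 14.8% (13.7% to 15.9%), a ratio of 2.02 at the percentile of 100. The rarer NF1 motif had the higher ratio of 3 there, from 6 peaks. Presence at a q value under 0.001 moved the ratio of Tead most in peaks unique to E14.5 epithelium, to 1.33. For the shared peaks the whole merged peak did, with 1.85.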

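In the 56189 peaks unique to E14.5 fibers, the Maf consensus TGCTGA occurred in 26.9% and in 24.1% of the random sets at the median (23.9% to 24.4%). Its ratio of 1.11, at the percentile of 100, was the highest of the motifs searched in that group. In the 4507 peaks shared by fibers of both stages, 28.9% held the Maf consensus against 24.5% at random (23.3% to 25.8%), a ratio of 1.18 at the percentile of 100. The Sox consensus CCWTTGT, where W is A or T, occurred in 9.22% of the peaks unique to E14.5 fibers and in 9.48% at random (9.29% to 9.67%), a ratio of 0.973 at the percentile of 0.3. With the stricter presence that ratio was 1.02 at the percentile of 95.7, inside the central 95% of the random sets. It was 1.08 against all merged peaks without matching, a setting that leaves differences of width and GC content in place. In the shared fiber peaks, Sox occurred in 9.14% against 8.36% at random (7.59% to 9.16%). The ratio was 1.09 at the percentile of 97.1, inside the central 95% of the random sets. It was 0.980 when the whole merged peak was searched and 1.37 with the stricter presence.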

The Maf and Sox motifs were the top motifs enriched in the peaks unique in E14.5 fibers and the shared peaks in E14.5 and P0.5 fibers (Fig. 3a). We also found the Pax, Gata, Nfat, Fox, Runx motifs enriched in the peaks unique in E14.5 fibers, the shared peaks in E14.5 epithelium and P0.5 epithelium, as well as in the shared peaks in E14.5 epithelium and E14.5 fibers, indicating their functional involvements at lens epithelium and early stages of lens development. In contrast, the Pitx, RXR, Ap4, Sox, AP-1, Smad, Meis, and Etv motifs were enriched in multiple peak groups, including the peaks shared by E14.5 and P0.5 epithelium and the peaks shared by E14.5 and P0.5 fibers, indicating their roles in both lens compartments (Fig. 3b). Taken together, these analyses shed new light on the underlying regulatory mechanisms and the employment of both established and novel transcription factors during lens development.

**Fig. 3:**
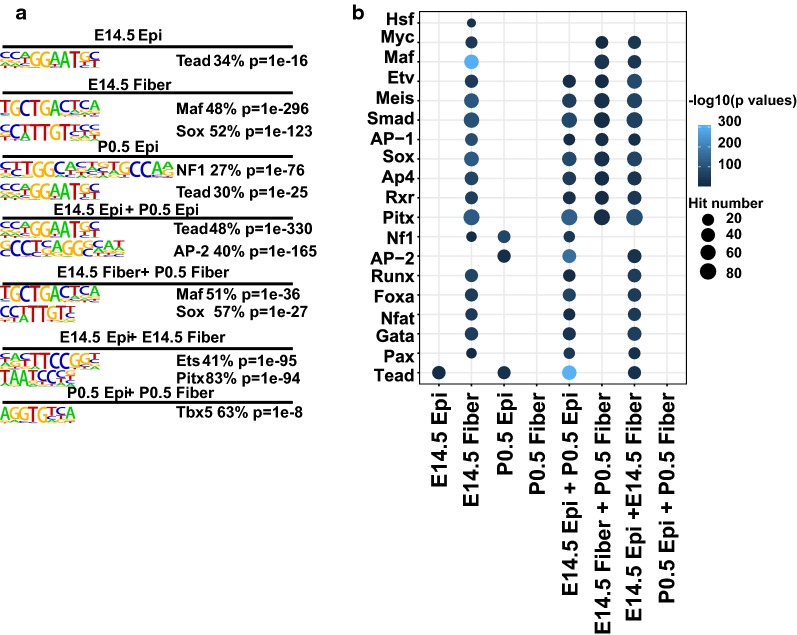
Motif analysis in unique and shared clusters of open chromatin regions. **a** Top enriched motifs in each group of unique and shared peaks. **b** Dot plot shows enrichment of motifs in each group of peaks. The dot color represents –log10(*p* value), and the dot size represents the percentages of peaks with the motifs

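The other motifs of Fig. 3a were searched in the same way. The NF1 consensus TTGGCNNNNNGCCAA, where N is any base, occurred in 13 of 10454 peaks unique to P0.5 epithelium, 0.124% against 0.0287% at random, a ratio of 4.33 at the percentile of 100. In the same group the ratio of the Tead motif was 1.213. The AP-2 consensus CCTSAGG, where S is C or G, had a ratio of 1.59 in the peaks shared by epithelium of both stages, with 10.9% of peaks against 6.85% at random. In the 21160 peaks shared by both tissues at E14.5, the Ets consensus ACTTCCG occurred in 0.870% against 1.18% at random, a ratio of 0.736 at the percentile of 0. Without promoter peaks this ratio was 1.081 at the percentile of 86.5, inside the central 95% of the random sets. The Pitx consensus TAATCC occurred there in 6.83% against 6.54% at random, a ratio of 1.04 at the percentile of 97.0. This ratio lay inside the central 95% of the random sets. It was 0.951 when the whole merged peak was searched, and 1.06 with the stricter presence, at the percentile of 98.5. In the 645 peaks shared by both tissues at P0.5, the Tbx consensus AGGTGT occurred in 11.6% against 10.2% at random (7.91% to 12.7%), a ratio of 1.14 at the percentile of 86.2, which does not set it apart from the random sets. From the motifs enriched in its own search, the paper reasons that Pax, Gata, Nfat, Fox and Runx factors function in lens epithelium and early lens stages. It reasons likewise that Pitx, RXR and Meis factors, among others, have roles in both lens compartments.

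**Figure D5:**
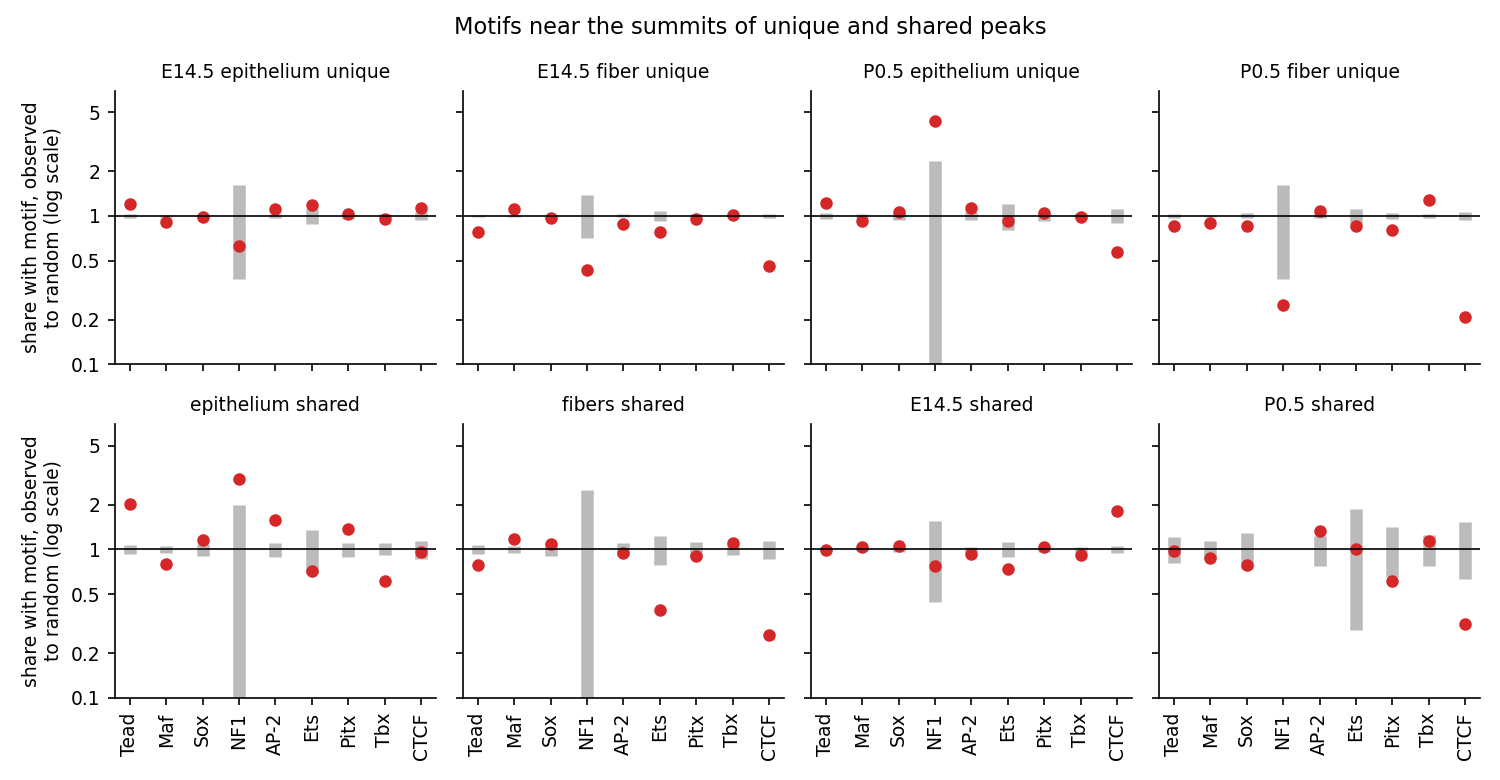
Share of peaks with each motif divided by the median of the 10000 random sets (vertical axis, log scale) for the 9 motifs (horizontal axis) in the 8 groups of peaks. Red points are the groups and grey bars hold 95% of the random sets. Bars are clipped at 0.1, and NF1 has no point where no peak of a group held it. The CTCF motif has ratios from 0.207 in peaks unique to P0.5 fibers to 1.82 in peaks shared at E14.5.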

### Chromatin accessibility versus gene expression changes: in-depth analysis

To further explore our data, we next mapped all the DARs to their adjacent genes. Unexpectedly, we found that only 13–29% of DARs were mapped to previously detected differentially expressed genes (DEGs) [29] (Additional file 4: Table S2 and Additional file 7: Fig. S4a). The majority of DARs (55–78%) were assigned to genes that were not differentially expressed, while 9–29% of DARs were assigned to the genes that showed expression patterns opposite to chromatin changes (Additional file 7: Fig. S4a). Nevertheless, a close examination of individual groups of DARs showed that the percentages of DARs assigned to DEGs were associated with the numbers of DARs annotated to genes. More specifically, genes with a higher number of DARs were more likely to be differentially expressed (Additional file 7: Fig. S4b). Therefore, we conclude that the DARs identified here are overall correlated with gene expression changes.

To further examine DARs in the context of lens differentiation, we divided all the DARs at DEGs into “lens fiber cell differentiation path” (Path1, E14.5 epithelium → E14.5 fibers → P0.5 fibers) and “lens epithelium maturation path” (Path2, E14.5 epithelium → P0.5 epithelium). In total, we collected 14,768 ATAC-seq peaks (mapped to 5249 DEGs detected in RNA-seq) and 1810 peaks (mapped to 1318 DEGs detected in RNA-seq) in the Path1 and Path2, respectively. Using hierarchical clustering of the ATAC-seq signals, we could divide the peaks in the lens fibers and epithelium differentiation paths into 6 and 3 clusters, respectively (Fig. 4a, b). For example, the cluster 1 in Path1 (2980 peaks) represented the chromatin regions closed at E14.5 epithelium, open at E14.5 fibers, and then closed at P0.5 fibers. Likewise, the “bottom” cluster 6 represented mostly closed regions at E14.5 epithelium, E14.5 fibers, and P0.5 epithelium and open regions in P0.5 fibers. Notably, the patterns of open and closed ATAC-seq signals for each cluster matched with the high and low expression of the corresponding genes (Fig. 4a, b).

**Fig. 4:**
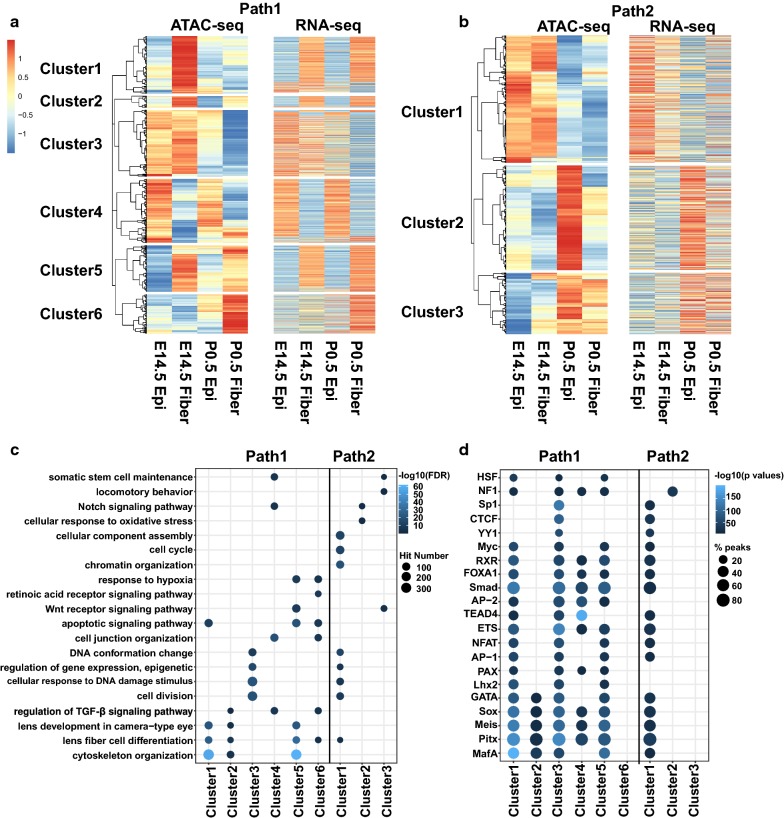
Functional analysis of DARs at DEGs. **a**, **b** Heat maps show ATAC-seq read densities and gene expression by RNA-seq for DEGs in the 6 clusters of peaks in Path1 (lens fiber cell differentiation path) (**a**) and 3 clusters of Path2 (lens epithelium maturation path) (**b**). **c**, **d** Dot plots show enriched GO terms and TF motifs for the DAR clusters of Path1 and Path2. The dot color represents –log10(FDR) or –log10(*p* value), and the dot size represents number of regions enriched in the GO terms or percentages of peaks with the motifs

We thus re-examined the enriched GO terms and TF motifs for individual clusters of ATAC-seq peaks that were mapped to DEGs, as described above for the global analysis. We found distinct GO terms and motifs; however, this time the results probed deeper layers of the lens differentiation processes. For example, the Path1 cluster 1 peaks were enriched for GO terms of “lens fiber cell differentiation” and “cytoskeleton organization.” The Path1 cluster 3 and the Path2 cluster 1 were both enriched for “DNA conformation change,” “regulation of gene expression, epigenetic,” and “cell division.” The Path1 clusters 2, 4, and 6 were enriched for “regulation of TGFβ signaling pathway” (Fig. 4c). For the TF motif analysis, the majority of *cis*-sites detected were shared between the Path1 and Path2, demonstrating both the unity and hierarchical structure of gene programs for lens differentiation processes (Fig. 4d). The top TF motifs predicted above (Maf, Sox, Tead, NF1, Ets, and Pitx, see Fig. 2d) were detected again using DARs at DEGs. Interestingly, the Pax and Lhx motifs were found enriched at the Path1 clusters 1, 3, and 5. In contrast, both the Path1 cluster 6 and the Path2 cluster 3 yielded almost no common motifs, respectively. These findings indicate that some lens differentiation pathways are coordinately regulated by common *cis*-motifs and TF factors while others potentially employ more diverse repertoires of *cis*-sites that cannot be readily detected computationally.

To identify functionally relevant TFs, we examined steady-state expression levels of individual mRNAs encoding TFs known to recognize the *cis*-motifs summarized in Fig. 4d. We first used the hierarchical clustering method to divide the TFs into Path1 and Path2 based on their expression (Additional file 8: Fig. S5a and b). In Path1, we provide a summary of 27 transcription factors, 25 of which were significantly up-regulated in the fiber cell differentiation pathway (FDR < 0.05 in E14.5 epithelium vs. E14.5 fibers or E14.5 fibers vs. P0.5 fibers) (Fig. 5; Sox8 and Nfatc1 not shown due to low expression). 

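Peaks within 2 kb of a transcription start site of Fgfr3, Fgfrl1, Lctl and Crybb1 were found in all 4 lists. At Fgfr3, on chromosome 5 from 33721724 to 33737068, the highest-ranked promoter peak stood at 9.01% of the E14.5 epithelium list, 4.32% of the E14.5 fiber list, 18.0% of the P0.5 epithelium list and 5.11% of the P0.5 fiber list. At Fgfrl1, on chromosome 5 from 108694229 to 108706950, it stood at 2.76%, 0.703%, 3.76% and 3.15% in the same order. At Lctl, on chromosome 9 from 64117147 to 64138118, 1 promoter peak was called in each list. It was between 108 and 294 bp wide and stood at 50.8%, 20.7%, 66.3% and 91.3%. The promoter peak of Crybb1 in P0.5 epithelium was 131 bp wide and stood at 75.7%. Binding of Prox1 itself was not analysed here.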

Although motifs for the highly abundant transcription factor Prox1 were not found (see Discussion), we identified ATAC-seq peaks at previously described Prox1 binding regions at the promoters of multiple genes important for lens function, including *Fgfr3*, *Fgfrl1*, *Lctl*, and *Crybb1* (Additional file 9: Fig. S6) [32, 33]. Thus, Prox1 expression profile was added here for its importance (Fig. 5a).

**Fig. 5:**
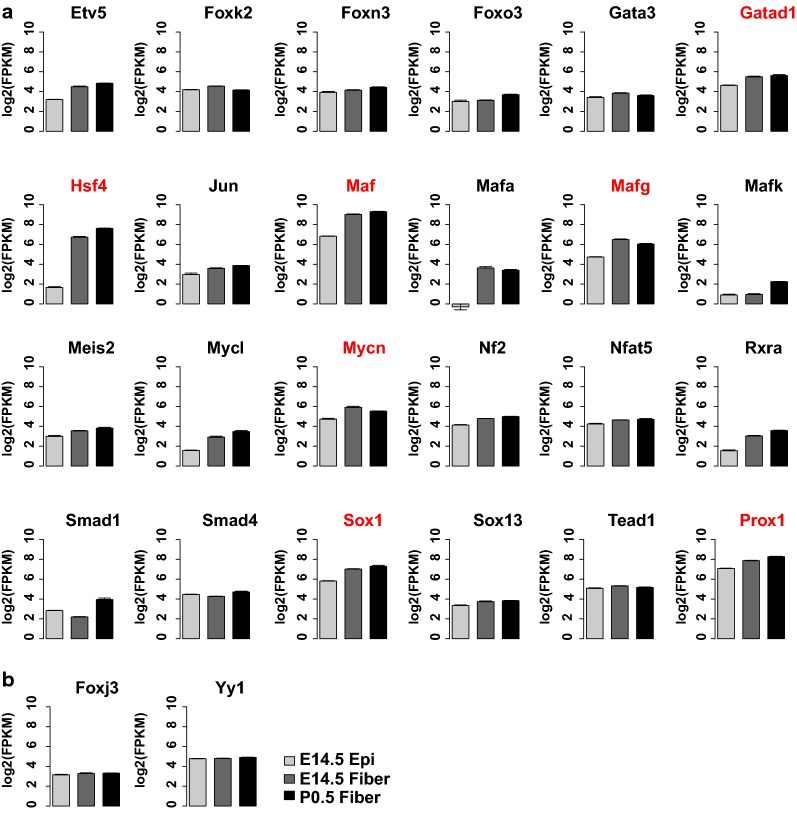
Expression profiles of selected transcription factors linked to lens fiber cell differentiation (Path1). **a**, **b** Bar plots show the log2(FPKM) of the transcription factors at E14.5 epithelium, E14.5 fibers, and P0.5 fibers. The red color indicates highly expressed TFs (FPKM > 50). **a** TFs with significantly increased expression in fiber cell differentiation path (in E14.5 epithelium vs. E14.5 fibers or E14.5 fibers vs. P0.5 fibers comparisons). **b** TFs not significantly differentially expressed during fiber cell differentiation path

Genetic loss-of-function studies in the mouse lens have been published for the most abundant lens transcription factors, evaluated by their steady-state mRNA levels (FPKM values > 50), including *c*-*Maf* [34–36], *Prox1* [32, 37], *Hsf4* [38, 39], *Sox1* [40], compound *MafG*/*MafK* [41], and *N*-*Myc* [42]. In contrast, transcription factors identified in Path2 were divided into three groups (16, 18, and 16 TFs), including genes with up- and down-regulated expression (Fig. 6; Foxj2 mRNAs are not shown due to low expression). These groups are comprised of TFs with both established and potentially novel roles in lens development. Among them, loss of function of Pax6 [43], Foxe3 [44, 45], and Pitx3 [46] are known to cause major lens defects. The function of abundant TF Tead2 in lens development needs further exploration. These predicted *cis*-sites are recognized by a number of well-established transcription factors that regulate lens differentiation [11] and specific examples of promoters and enhancers (i.e., Foxe3, Prox1, and Mip) are summarized in Discussion. Taken together, these results provide direct links between enriched *cis*-motifs in open chromatin domains and up-regulation of specific transcription factors, including those with proven roles in lens differentiation.

**Fig. 6:**
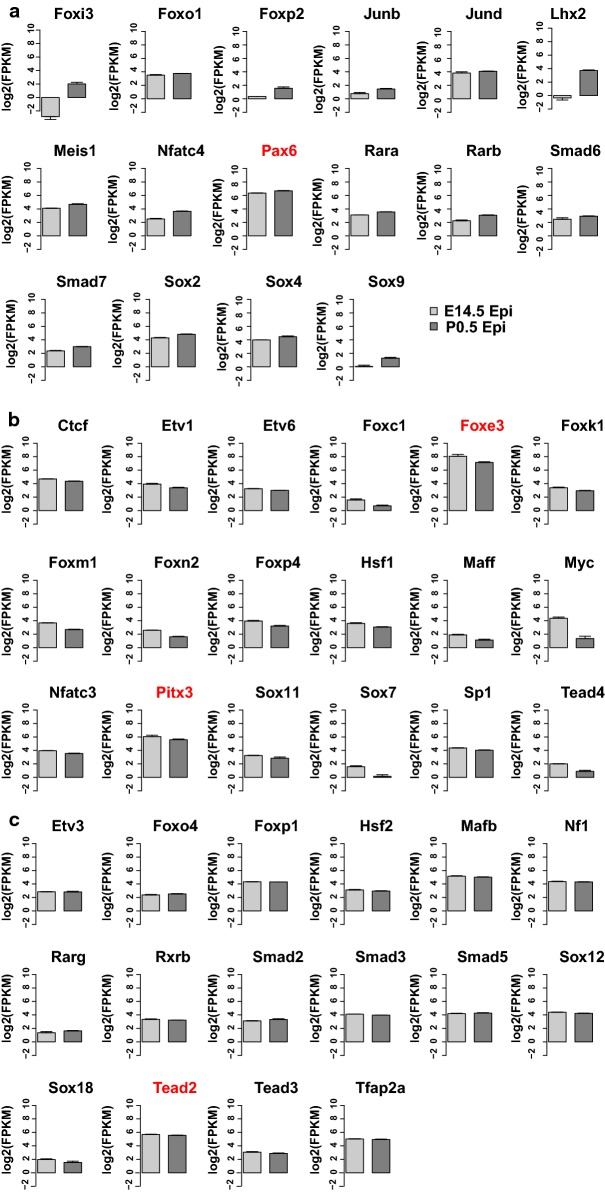
Expression profiles of selected transcription factors linked to lens epithelium maturation (Path2). **a**–**c** Bar plots show FPKMs of the transcription factors linked to epithelium maturation path at E14.5 and P0.5 epithelium. **a** 16 TFs with significantly increased expression from E14.5 epithelium to P0.5 epithelium. **b** 18 TFs with significantly decreased expression from E14.5 to P0.5 epithelium. **c** 16 TFs with stable expression from E14.5 to P0.5 epithelium

At the individual gene and locus level, we highlighted specific examples of open chromatin regions at potential enhancers of genes encoding key lens transcription factors and structural genes (Additional file 10: Fig. S7 a and b). 

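Foxe3 lies on the minus strand of chromosome 4 from 114924443 to 114926067. Between 2 and 50 kb upstream of its transcription start site 6 peaks were called in E14.5 epithelium, 11 in E14.5 fibers, 4 in P0.5 epithelium and 2 in P0.5 fibers. The highest-ranked had its summit 3.25 kb upstream in E14.5 epithelium, 3.19 kb upstream in P0.5 epithelium and 3.28 kb upstream in P0.5 fibers. In E14.5 fibers it was another peak, 21.5 kb upstream. Myc lies on the plus strand of chromosome 15 from 61985341 to 61990361. Between 2 and 50 kb upstream of it, 0 peaks were called in each list. Within 2 kb of its transcription start site there were 3 peaks in E14.5 epithelium, 2 in E14.5 fibers, 3 in P0.5 epithelium and 4 in P0.5 fibers. The summit of the highest-ranked lay 1.86 kb upstream in E14.5 fibers and 0.354 kb upstream in P0.5 fibers. In E14.5 and P0.5 epithelium it was in the 5′ UTR.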

*Foxe3* and *Myc* loci had open chromatin regions upstream of their transcription start sites. 

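The peaks that overlap the gene body but lie outside promoters were counted for Etv1, Pitx3, Rxra, Hsf4, Nfat5, Etv5, Tead1, Meis2, Prox1 and Sox1. Tead1, on chromosome 7 from 112679356 to 112906784, had 54 in E14.5 epithelium, 97 in E14.5 fibers, 18 in P0.5 epithelium and 12 in P0.5 fibers. Meis2 had 21, 31, 9 and 5 in the same order, Prox1 36, 30, 9 and 10, and Rxra 12, 36, 11 and 29. Etv1 had 5, 5, 2 and 1, Pitx3 5, 7, 5 and 6, Hsf4 3, 2, 1 and 4, and Etv5 2, 14, 1 and 5. Nfat5 had 1 in E14.5 epithelium, 4 in E14.5 fibers and 0 in both P0.5 lists. Sox1 had 1 in E14.5 fibers, in its 3′ UTR, and 0 in the other lists, while its promoter held peaks in all 4. The summit of the highest-ranked of these peaks was in an intron in every list that had one for Etv1, Rxra, Nfat5, Etv5, Tead1, Meis2 and Prox1. At Etv1 it lay 63.9 kb from the transcription start site in E14.5 epithelium, E14.5 fibers and P0.5 epithelium. At Etv5 it lay between 10.457 and 10.482 kb from the transcription start site in the 4 lists, at 4.32%, 2.26%, 8.34% and 18.2% of the list.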

*Etv1, Pitx3, Rxra, Hsf4, Nfat5, Etv5, Tead1, Meis2, Prox1*, and *Sox1* loci also display open chromatin regions inside of their gene bodies. In all instances, the open chromatin regions overlap with evolutionarily conserved noncoding sequences, making them strong candidates for distal enhancers. Likewise, we found potential distal enhancers for *Lim2*, *Mip*, and *Sptbn1*, all of which encode important lens structural proteins. Collectively, these results underscore the values of present ATAC-seq data in providing novel comprehensive information for predicting both lens promoters and enhancers.

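Upstream of Lim2, on chromosome 7 from 43430099 to 43435996, a peak was called in all 4 lists with its summit between 6.635 and 6.894 kb from the transcription start site. It stood at 8.51% of the E14.5 epithelium list, 4.59% of the E14.5 fiber list, 21.5% of the P0.5 epithelium list and 18.2% of the P0.5 fiber list by fold enrichment. In E14.5 fibers it ran from 43423025 to 43424051. Upstream of Mip, a peak with its summit 31.4 kb from the transcription start site in E14.5 epithelium and 31.5 kb in both P0.5 lists was the highest-ranked in those lists, at 2.61%, 2.95% and 2.61%. In E14.5 fibers the highest-ranked lay 8.34 kb upstream, at 2.74%. The gene body of Sptbn1, on chromosome 11 from 30099395 to 30219772, held 3 peaks outside promoters in E14.5 epithelium, 62 in E14.5 fibers, 2 in P0.5 epithelium and 3 in P0.5 fibers. A peak 48.6 kb upstream of Sptbn1 was called in all 4 lists, from 30266803 to 30269208 in E14.5 fibers, and stood at 0.779% of the P0.5 fiber list.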

### Pax6 bound at both open and closed chromatin regions in lens and forebrain

Ideally, it would be important to compare our ATAC-seq data with ChIP-seq data of lens TFs, but so far only Pax6 has been analyzed by ChIP-seq using newborn whole lenses [16]. Interestingly, we found 2124 (56%) Pax6 peaks at open chromatin regions (i.e., overlapping with ATAC-seq peaks) and a comparable number of 1688 (44%) at closed chromatin regions (i.e., not overlapping with ATAC-seq) in lens samples. Analysis of the ATAC-seq and ChIP-seq signals demonstrated clearly that Pax6 can bind in vivo to both open and closed chromatin regions (Fig. 7a). In support of this, we further examined Pax6 binding in mouse forebrain and found 1044 (30%) of the 3536 Pax6 peaks at closed chromatin regions (Fig. 7b). For example, Pax6 peaks at the *Prox1* locus were located at open chromatin regions, but the Pax6 peak at the *Hivep2* locus in lens was located at closed chromatin regions (Additional file 11: Fig. S8a). Additionally, we examined 436,176 peaks from the mouse chromatin accessibility atlas generated with single-cell ATAC-seq from 13 different mouse tissues [47]. Even at this scale, we found that 54% (2064 Pax6 peaks) and 47% (1669 Pax6 peaks) of Pax6 peaks in both lens and forebrain were at closed chromatin regions (Additional file 11: Fig. S8b) using a range of tissues. Collectively, these findings support a model in which Pax6 can bind to both open and closed chromatin regions.

**Fig. 7:**
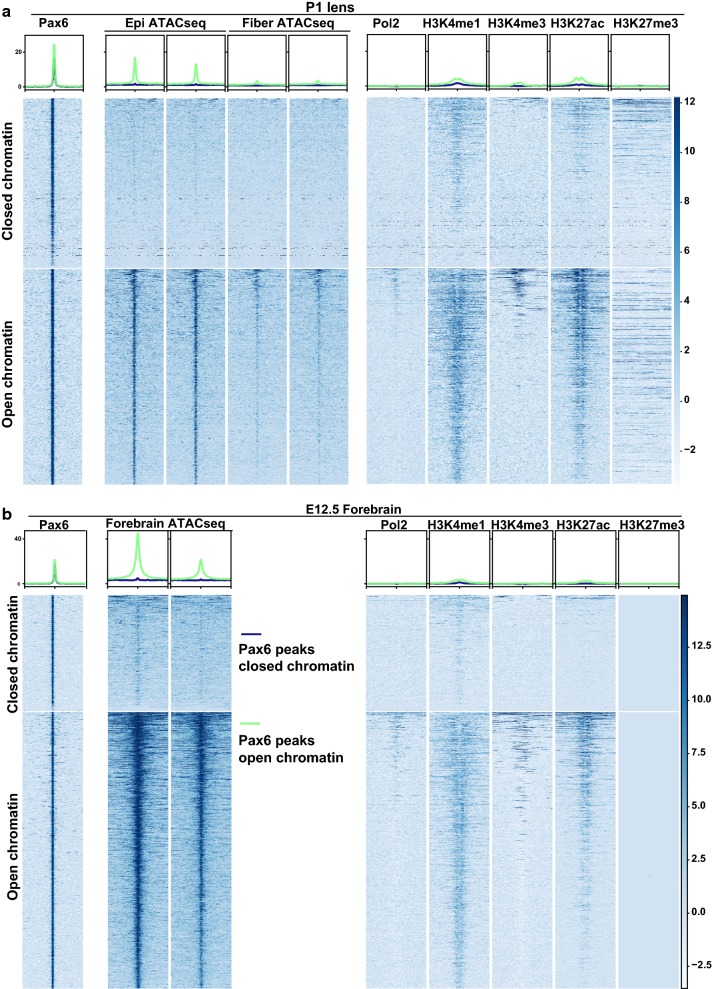
Pax6 binding to both open and closed chromatin regions. **a**, **b** Heat maps show the signals of ATAC-seq (only P0.5 lens epithelium and fibers ATAC-seq data were shown for lens) and ChIP-seq within ± 5 kb from Pax6 peak centers of lens (**a**) and E12.5 forebrain (**b**). The blue and green lines at the top represent mean read densities of the corresponding ATAC-seq or ChIP-seq at Pax6 peaks at closed and open chromatin, respectively

### Pax6 binding at open and closed chromatin regions is related to distinct functions

An active area of TF–chromatin interaction research is which transcription factors possess the “pioneering” activity to open closed chromatin [48] and the molecular mechanisms governing dual functions of a large number of transcription factors in gene activation and repression [49–51]. To address these issues, we employed ChIP-seq datasets, including Pax6, RNA polymerase II (Pol2), and histone modifications [16]. Despite little difference in Pax6 signals between Pax6 binding sites at open and closed chromatins, we found that Pax6 binding at open chromatin regions had higher signals of Pol2, H3K4me1, H3K4me3, and H3K27ac than at closed chromatin in both lens and forebrain (Fig. 7). In support of *bona fide* binding at the closed chromatin, we found that the Pax6 binding motif was similarly enriched at the Pax6 peaks in both open and closed chromatin regions (Fig. 8a), using HOMER (v 4.7) [31]. The motif analysis, however, found that the ETS motif was only enriched at Pax6 peaks at closed chromatin in lens and forebrain (Fig. 8a). An examination of the distributions of Pax6 peaks showed that the Pax6 peaks at open chromatin regions in both lens and forebrain had much higher percentages of promoter peaks (*p* = 0.03 for percentages of promoter peaks in open vs. closed chromatin in lens, and *p* = 0.03 for open vs. closed chromatin in forebrain; Chi-squared test) (Fig. 8b). Moreover, we found that the Pax6 peaks at open and closed chromatin regions were enriched for different GO terms (Fig. 8c). For example, Pax6 binding at open chromatin regions in lens and forebrain was enriched for “lens development in camera-type eye,” “forebrain development,” and “forebrain generation of neurons,” respectively. However, Pax6 binding at closed chromatin regions in lens and forebrain was not enriched for any tissue development associated GO terms.

**Fig. 8:**
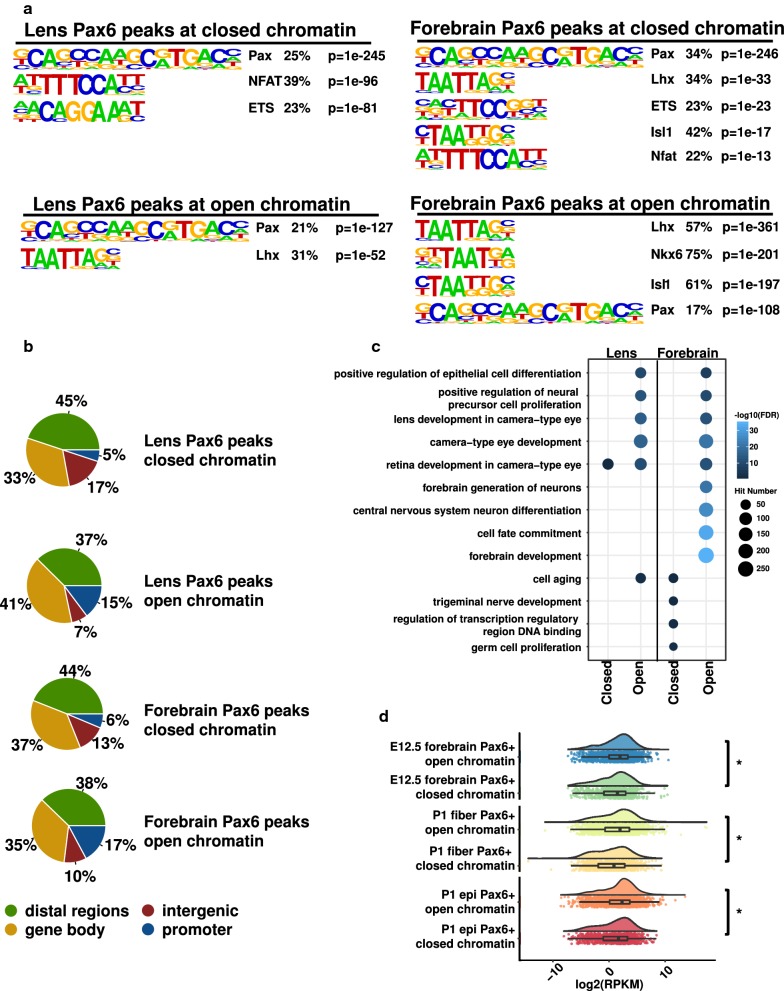
Motif and function analysis of Pax6 binding sites at open and closed chromatins. **a** Top enriched motifs at Pax6 binding sites at open and closed chromatins in lens and E12.5 forebrain. **b** Pie charts show the genomic distributions of the Pax6 peaks at open and closed chromatin in lens and E12.5 forebrain. **c** Dot plot shows enriched GO terms for Pax6 peaks at open and closed chromatins in lens and E12.5 forebrain. The dot color represents –log10(FDR), and the dot size represents number of regions in the GO terms. **d** Raincloud plots show the expression of genes with Pax6 peaks at open and closed chromatin regions in P1 epithelium and fibers as well as E12.5 forebrain. The * indicates *p* < 0.05 by Mann–Whitney U test

We further evaluated the expression levels of Pax6 bound genes in lens and forebrain at open and closed chromatin. We found that genes with Pax6 binding at open chromatin regions exhibited significantly higher expression than genes with Pax6 binding at closed chromatin regions in P0.5 lens epithelium, P0.5 lens fibers, and E12.5 forebrain [16] (Mann–Whitney *U* test, *p *< 0.05; Fig. 8d). Using differentially expressed genes upon conditional depletion of *Pax6* in the lens [52], we then probed how the two different Pax6 binding modes were related to its active or inhibitory functions. We found that genes with Pax6 binding at closed chromatin regions were significantly more likely to be inhibitory targets of Pax6, i.e., up-regulated upon *Pax6* depletion compared to Pax6 sites located at open regions (*p* < 0.05, Chi-squared test, Additional file 11: Fig. S8c).

Enrichment of histone acetyltransferase P300 is a hallmark of active chromatin, including “super-enhancers” [53]. Both P300 and CBP are required for lens placode induction [54]. Pax6 can form a complex with P300 in both pancreas [55] and lens [17]. To explore the relationship between Pax6 and P300 binding, we analyzed previously published P300 ChIP-seq data in E11.5 forebrain [56]. We found that a total number of 724 P300 peaks overlapped with Pax6 binding sites at open chromatin regions, but only three P300 peaks overlapped with Pax6 binding sites at closed chromatin (Additional file 11: Fig. S8d). Collectively, these findings strongly suggest two distinct Pax6 binding and functional mechanisms at open and closed chromatin regions.

### Pax6 binding at open chromatin regions in lens epithelium and fibers

As Pax6 was previously shown to function differently in epithelium and fibers during lens development [57], we further examined chromatin accessibilities of the Pax6 binding sites, identified by ChIP-seq, at P0.5 lens epithelium and fibers. In summary, we identified 1771 Pax6 peaks that were located to open chromatin regions only in P0.5 epithelium, 463 to open chromatin regions in both P0.5 lens epithelium and fibers, and 30 to open chromatin regions only in P0.5 fibers. The first two groups are shown Fig. 9a. We found that the peaks located to open chromatin regions in both lens epithelium and fibers had higher RNA polymerase II and H3K4me3 signals and a higher percentage of peaks at promoter regions (*p* = 0.0002, Chi-squared test), compared to the group with open chromatin regions only in lens epithelium (Fig. 9b). HOMER motif analysis identified that only Pax and Lhx motifs were enriched in these two groups of Pax6 peaks (Fig. 9d). Based on these results, we further analyzed the GO terms enriched in the two groups of Pax6 peaks using the GREAT software [30]. Except for the shared GO terms on lens development and epithelial cell differentiation, we noted that Pax6 peaks at open chromatin regions shared in P0.5 epithelium and P0.5 fibers were enriched for “Wnt receptor signaling pathway,” “apoptotic process involved in morphogenesis,” and “lens fiber cell differentiation” (Fig. 9c). We found 20 “Wnt receptor signaling pathway” related genes with Pax6 binding at open chromatin regions, such as *Wnt7b*, *Tle1*, *Tle4*, and *Gsk3a*. These results further support the model in which Pax6 actively regulates Wnt signaling in both lens epithelium and fibers, as indicated in earlier studies [57–59].

**Fig. 9:**
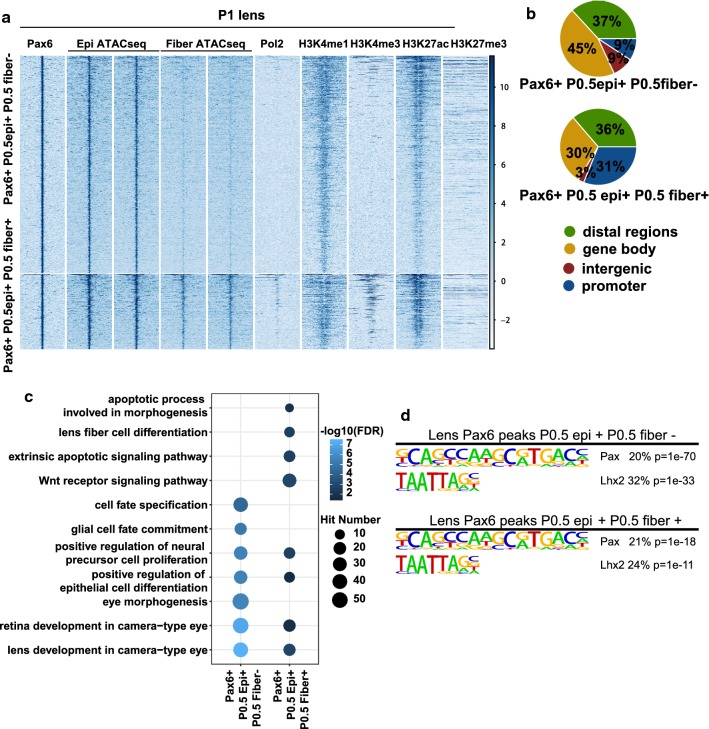
Motif and functional analysis of Pax6 binding sites with two chromatin patterns at P0.5 lens. **a** Heat map shows signals of ChIP-seq and ATAC-seq within 5 kb from Pax6 peak centers at open chromatin regions in P0.5 lens epithelium (Pax6 + P0.5 epi + P0.5 fiber-) and at both P0.5 lens epithelial and fiber open chromatin regions (Pax6 + P0.5 epi + P0.5 fiber +). **b** Pie charts show the genomic distributions of the two groups of Pax6 peaks. **c** Dot plots show the enriched GO terms for the two groups of Pax6 peaks. The dot color represents –log10(FDR), and the dot size represents number of regions in the GO terms. **d** Top enriched motifs inside the groups

## Discussion

A major question in the area of developmental biology, gene expression, genomics, and epigenomics is to understand how *cis*-genomic information is organized as chromatin and how local and global chromatin structure regulates individual gene expression. In the present study, we examined changes in chromatin structure and mRNA levels during lens differentiation, focusing on two differentiation pathways: lens epithelium → advanced lens fibers → maturing lens fibers (Path1) and early lens epithelium → maturing lens epithelium (Path2). Based on the genome-wide correlations of open chromatin and steady-state mRNA levels, the present study unravels three principles of lens-specific gene regulation that are generally applicable to other tissues. First, *cis*-regulatory logic of promoters and enhancers emerges from commonly enriched *cis*-motifs as well as expression dynamics and abundance of individual DNA-binding transcription factors. Second, identification of active promoter and enhancer regions in lens, coupled with evolutionarily conserved noncoding sequences, enables the identification of noncoding mutations and their roles in lens diseases, including cataract and presbyopia. Third, distinct patterns of Pax6 binding in open/H3K27ac^+^/P300^+^ marked and closed chromatin regions provide novel insights into molecular mechanisms of this key regulatory factor of embryonic lens development.

Despite the progress, there are several limitations in the study. First, we found that many differentially accessible regions were not assigned to differentially expressed genes. This could be caused by a plethora of transcriptional regulatory mechanisms. For example, multiple enhancers can exist for genes and changes of chromatin accessibility for a single enhancer may not be sufficient to elicit any significant mRNA level changes. Additionally, some enhancers might locate at distal regions even beyond multiple proximal genes and therefore could not be assigned to the correct target genes based on the current annotation strategy. It is also possible that TFs residing in DARs require activation through extracellular signaling and/or presence of additional activators. Another limitation is the *cis*-motif analysis. The whole analysis is highly dependent on the current knowledge of TFs and will be affected by the lack of knowledge for some TFs, such as Prox1 (see below for details) and Pknox1 [60]. Additionally, motifs for some important lens TFs, such as Oct1 (Pou2f1) [61] and Six3 [62], were detected in our motif analysis but their low ranking masked their potential importance, as we focused on high-ranked TFs in the current study. Lastly, although it is exciting to find that Pax6 can bind to open and closed regions, this observation needs to be further tested experimentally since our current ATAC-seq might not have identified all the accessible chromatin regions in lens. Nevertheless, the presence of Pax6 binding in closed chromatin in forebrain strongly supports our findings in the lens.

The lens fiber cell differentiation cascade (Path1) is regulated by a well-established group of transcription factors, including c-Maf, Hsf4, Pax6, Prox1, and Sox1, together with signal-regulated transcription factors, nuclear effectors of BMP, FGF, Notch, and Wnt signaling [11]. Analysis of the expression patterns of transcription factors within Path1 shows sustained up-regulation of 11 genes encoding transcription factors (e.g., Hsf4, Maf, Sox1, and Prox1). Two other groups are comprised of three factors that are higher in early compared to later lens fibers (e.g., Foxk2, MafG, and N-Myc) and a group of four TFs marked by “delayed” up-regulation (e.g., Foxo3, MafK, Smad1, and Smad4). Within the first group, genetic loss-of-function data exist for lens morphogenesis defects caused by Sox1 [40], c-Jun [63], Hsf4 [38, 39], and Maf [34–36] genes. Remarkably, their steady-state mRNA levels are the highest among this group examined. Likewise, depletion in lens of Gata3 [64], compound MafG/MafK [41], N-Myc [42], and Smad4 [65] also perturbed lens differentiation. Given the enrichment of motifs and high expression levels of Gatad1 and Tead2, we propose that these transcription factors are excellent candidates to examine their roles in lens differentiation, an idea further supported by their enrichment in lens comparing to the lens-depleted whole embryo from the iSyTE2 database [66]. Tead factors, nuclear effectors of Hippo-Yap signaling, bind to non-phosphorylated Yap, and FGF signaling increases cytoplasmic levels of phosphorylated Yap [67]. It is noteworthy that binding sites of a well-known homeodomain-containing factor and regulator of β- and γ-crystallin gene expression, Prox1, were not identified by the current methods, most likely due to its partially established DNA-binding mechanisms [33, 68]. Nevertheless, we indeed detected ATAC-seq peaks at previously identified binding regions of Prox1 in four genes, including *Lctl*, *Fgfr3*, *Fgfrl1*, and *Crybb1* [32, 33] (Additional file 9: Fig S6).

The lens epithelium differentiation–maturation pathway (Path2) remains poorly understood compared to Path1. Unlike the terminally differentiated fiber cells, the lens epithelium contains the stem cell-like Sox2^+^ cells which are thought to drive lens growth [69]. Notably, the cell proliferation rates vary both spatially and temporally during lens epithelium maturation [9, 12]. Apart from Pax6, three prominent transcription factors involved in lens epithelium morphogenesis are AP-2α [70], FoxE3 [44, 71, 72], and c-Myc [73, 74]. The RNA-seq data show up-regulation of Pax6, Sox2, and Meis1 during lens epithelium maturation. These factors form the earliest network of genes to generate lens progenitor cells [75–78]. In contrast, down-regulation of three lens TFs, AP-2α [70, 79], c-Myc [74], and Pitx3 [46, 80–82] is consistent with reduced proliferation during lens epithelium maturation. The present data unravel dynamics of nearly 20 novel DNA-binding transcription factors that are either up- or down-regulated during lens epithelium terminal differentiation. Among this group, expression data prioritize studies of Tead2, Tead3, and Tead4 as these three factors function within Hippo-Yap signaling, which has been shown to control lens epithelial cell proliferation, polarity, and tension through actomyosin networks [83, 84].

To illustrate how current unbiased predictions correlate with experimental data, we use *Foxe3*, *Prox1*, and *Mip* loci as examples (Figs. 10, 11). We show evolutionarily conserved sites and comment on the experimental validation by previous studies. Foxe3 is an abundant DNA-binding transcription factor in lens epithelium [44, 71, 72]. A Foxe3 enhancer [85] is predicted here to possess two Pitx3-binding sites (Fig. 10), which is in agreement with earlier experimental studies [82]. 

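The mouse sequences in Fig. 10 were located by exact match within 50 kb of Foxe3. The Pax6 site TGAGCATCCGGGCATAAGA has 1 match there, from 114929273 to 114929291, and sequences with more than 1 match were placed at the match nearest to it. The Pitx3 sites CTAATCCG (114929208 to 114929215) and GGGATTAA (114929439 to 114929446), the Sox2 site CCTTTGTC (114929397 to 114929404) and the Tfap2a site GGCCCTGGGGCC (114929459 to 114929470) complete the 5 sites. They span 263 bp outside the gene, from −3.145 to −3.398 kb relative to the transcription start site. All 5 lay inside a peak in E14.5 epithelium (696 bp wide, rank 1122), in E14.5 fibers (699 bp, rank 11830) and in P0.5 epithelium (737 bp, rank 871). In P0.5 fibers the peak was 265 bp wide, had rank 8818 and contained 3 of the 5, without the site GGGATTAA and the Tfap2a site.

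**Figure D6:**
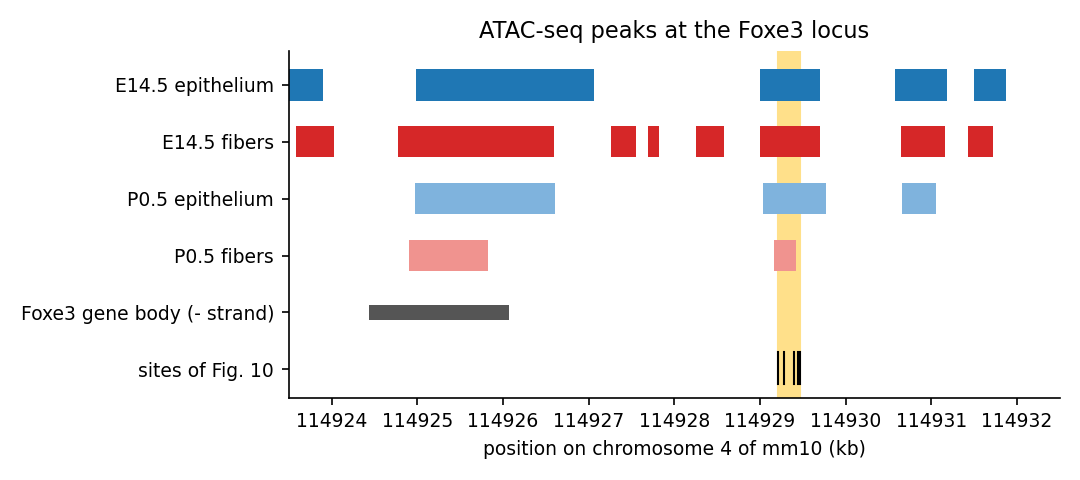
ATAC-seq peaks of the 4 lists (bars) at the Foxe3 gene on chromosome 4 of mm10 (horizontal axis, position in kb), with the Foxe3 gene body in grey, the sites of Fig. 10 as black ticks and their span in yellow. A peak overlaps the span of 263 bp in each of the 4 lists.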

Our data predict a distal Prox1 enhancer including an evolutionarily conserved Pax6-binding site (Fig. 10); this is supported by previous Pax6 ChIP-seq data [16]. 

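The Prox1 sites of Fig. 10 were placed in the same way. The sequence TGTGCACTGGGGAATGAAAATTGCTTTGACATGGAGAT, which holds the Pax6 and Sox sites, has 1 match within 50 kb of Prox1, on chromosome 1 from 190148773 to 190148810. The nearest match of the Jun site TGTCTCA runs from 190148837 to 190148843. Prox1 is on the minus strand, and the sites lie in an intron 22.0 kb downstream of the transcription start site. Both lay inside a peak in E14.5 epithelium (190148496 to 190150117, rank 8507), E14.5 fibers (190147613 to 190150152, rank 10971) and P0.5 epithelium (190148568 to 190149839, rank 15395). In P0.5 fibers no peak contained them, and a peak of 162 bp was called 21.8 kb downstream of the transcription start site.

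**Figure D7:**
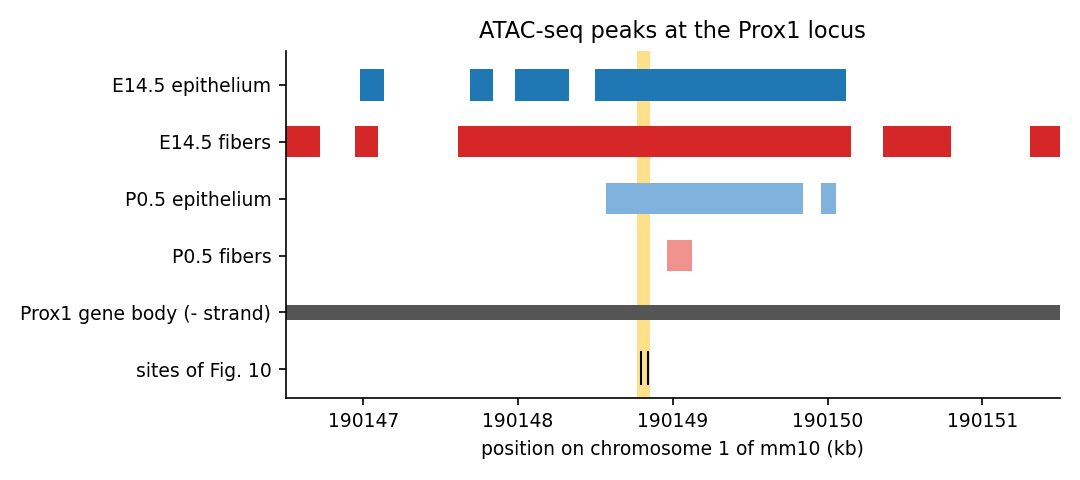
ATAC-seq peaks of the 4 lists (bars) around the Prox1 sites of Fig. 10 on chromosome 1 of mm10 (horizontal axis, position in kb), inside the Prox1 gene body (grey), with the sites as black ticks and their span of 71 bp in yellow. The P0.5 fiber peak of 162 bp lies beside the span.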

Our studies identify the promoter [86–88] as well as a pair of proximal and distal enhancers for *Mip* locus (Fig. 11). 

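The sites of Fig. 11 at Mip were found by exact match in 3 spans. The promoter span runs from 128225781 to 128225933, across the transcription start site. Its 3 sites lay inside a peak in E14.5 epithelium, E14.5 fibers and P0.5 fibers, and 1 of the 3 did in P0.5 epithelium. The proximal enhancer runs from 128225270 to 128225437, and 3, 3, 2 and 1 of its 3 sites lay inside peaks in E14.5 epithelium, E14.5 fibers, P0.5 epithelium and P0.5 fibers. In E14.5 epithelium a peak of 2255 bp at rank 15988 held both spans, and in E14.5 fibers they lay inside the peak over the gene. In P0.5 epithelium they fell in separate peaks of 264 bp (rank 44373) and 213 bp (rank 21344). The distal enhancer runs from 128217389 to 128217543, with its 4 sites inside a peak of 259 bp at rank 24281 in E14.5 epithelium and of 652 bp at rank 3389 in E14.5 fibers. In P0.5 fibers 3 of the 4 lay inside a peak of 201 bp at rank 5868, and in P0.5 epithelium there was no peak.

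**Figure D8:**
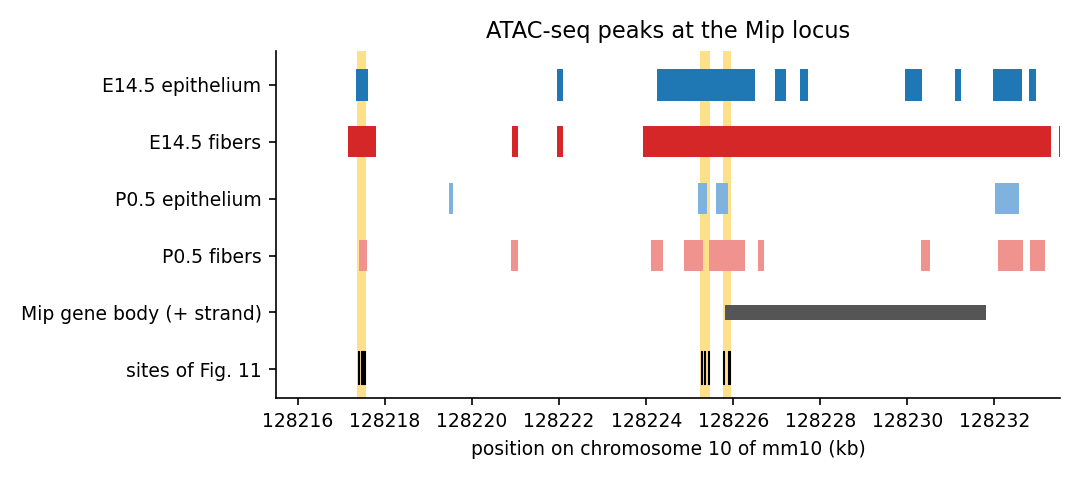
ATAC-seq peaks of the 4 lists (bars) at Mip on chromosome 10 of mm10 (horizontal axis, position in kb), with the gene body in grey, the sites of Fig. 11 as black ticks and the spans of the promoter, the proximal and the distal enhancer in yellow. No P0.5 epithelium peak overlaps the distal span of 155 bp.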

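In the promoter, the sequence GCCCCTCCCAGGGATTAA, which holds the Sp1 and Pitx3 sites of Fig. 11, has 1 match within 50 kb, from 128225781 to 128225798, with its centre at −20 bp relative to the transcription start site. It lay inside a peak in all 4 lists. In the proximal enhancer, the Pitx3 site CCTAATCCC runs from 128225355 to 128225363 and lay inside a peak in E14.5 epithelium, E14.5 fibers and P0.5 epithelium. The Sp1 site CCCCCACCCTT runs from 128225427 to 128225437 and lay inside a peak in E14.5 epithelium and E14.5 fibers only. In P0.5 fibers neither lay inside a peak.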

Our data predict both Pitx3- and Sp1-binding sites as shown experimentally earlier [86, 88]. Future studies will be aimed to dissect temporal and spatial activities of these individual regulatory regions in *Foxe3*, *Prox1*, and *Mip* loci and identify specific roles of predicted individual *cis*-sites, as we described earlier using the c-Maf and Cryaa promoters and enhancers [89, 90].

**Fig. 10:**
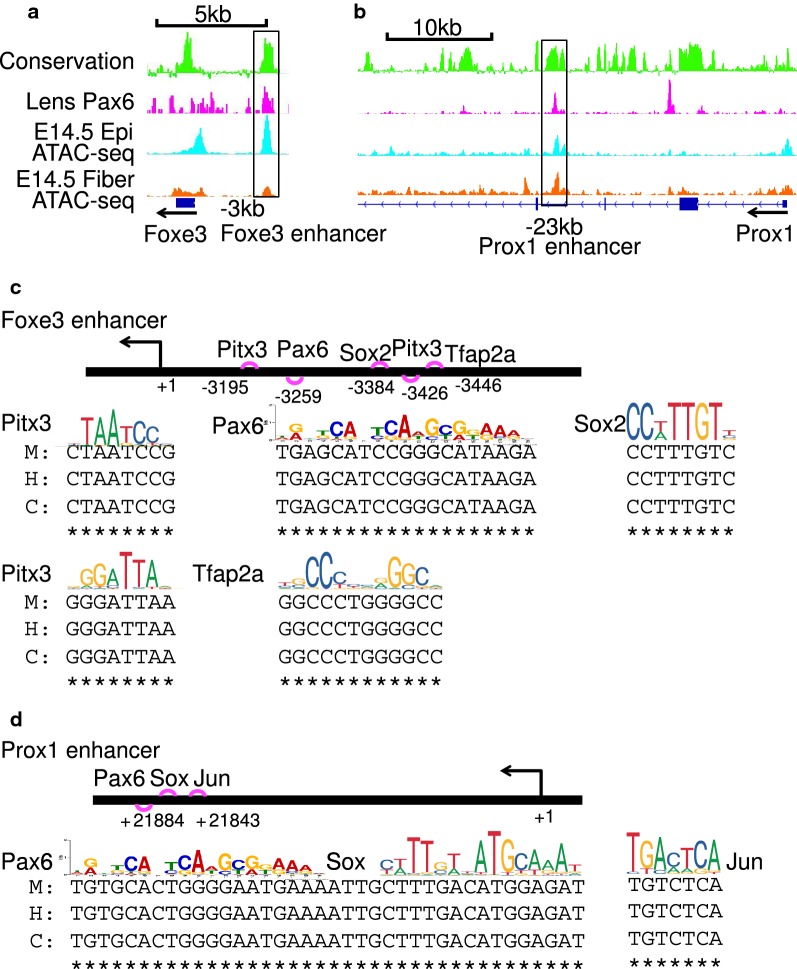
Examples of clusters of predicted *cis*-regulatory sites in Foxe3 and Prox1 enhancers. **a** *Foxe3* locus including its 5′-enhancer (− 3 kb). **b** *Prox1* locus including its 3′-distal enhancer (− 23 kb). **c** Experimentally validated (Pitx3) and predicted (Sox2 and Tfap2a) grammar of the Foxe3 enhancer. **d** Experimentally validated (Pax6) and predicted grammar (Sox and AP1/Jun) of the Prox1 enhancer. M, H, and C show DNA sequences from mouse, human, and cow, respectively

**Fig. 11:**
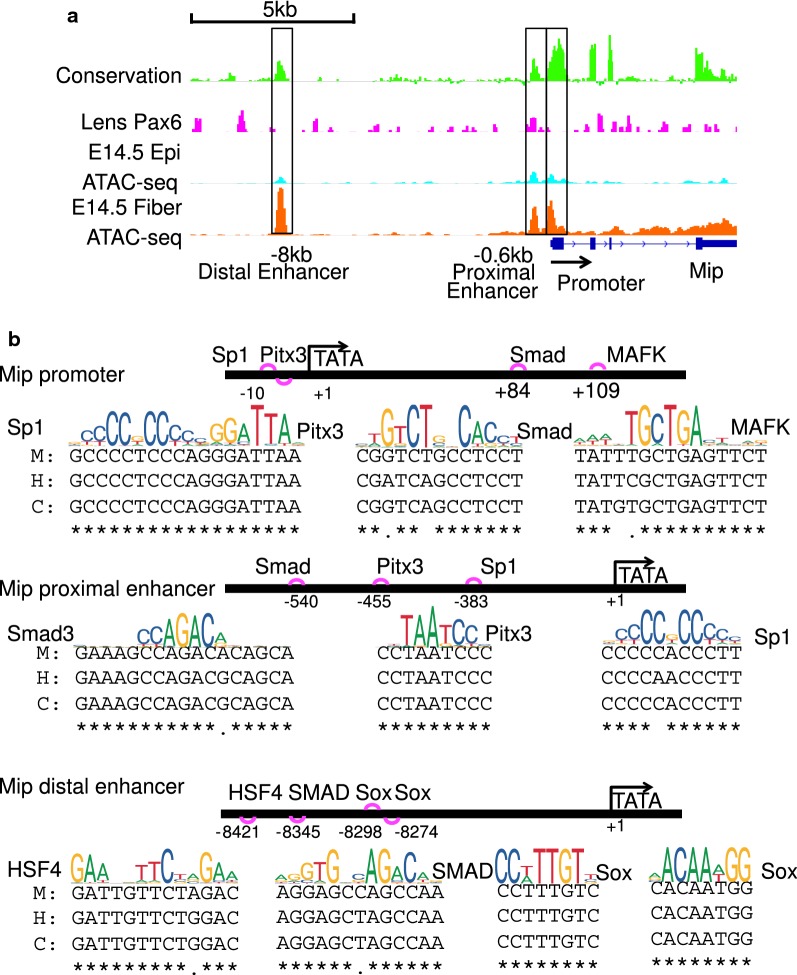
Examples of clusters of predicted *cis*-regulatory sites in Mip promoter and its proximal and distal enhancers. **a** *Mip* locus and its promoter and two enhancers (− 0.6 kb proximal and − 8 kb distal). **b** Experimentally validated (Pitx3 and Sp1) and predicted (Hsf4, MafK, Smad, and Sox) grammar of the Mip promoter and enhancers. M, H, and C show DNA sequences from mouse, human, and cow, respectively

The earliest studies of promoters and enhancers employed systematic dissections of 5’-promoter flanking regions coupled with evaluation of distal enhancer effects using reporter assays and transiently transfected cells. With the dawn of complete genomic DNAs of model organisms, the use of evolutionarily conserved noncoding regions paved the road to identify a large number of enhancers in numerous tissues, including the lens [78, 89, 91]. More recently, enhancers were also predicted from a combination of specific histone modifications, such as H3K4me1 and H3K27ac [92]. Nevertheless, the main challenge of studies involving primary tissues was both the quantity and quality of the starting materials for histone PTMs, requiring millions of cells per experiment. Introduction of ATAC-seq greatly simplified such studies as it can be performed with much smaller numbers of cells [18]. A number of genes have been identified that cause human cataracts as well as lens opacities in model organisms [66, 93, 94]. Nevertheless, the only noncoding mutations are known in 3′-distal enhancer of the PAX6 locus [95, 96]. The present studies thus provide critical starting points [97] for screening of mutations in the enhancers and promoters of genes encoding known cataract-linked genes [93] and in genes that predict cataract-causing genes using their enrichments over non-lens tissues as listed in the iSyTE databases [66, 94].

Pax6 is essential for multiple stages of lens formation, starting with lens induction [54, 75, 98–100], through proliferation of the lens placode [101], lens placode invagination and separation of the lens vesicle from the surface ectoderm [43, 102, 103], cell cycle exit to form primary lens fiber cells [57], crystallin gene expression [89], and degradation of nuclei in maturing lens fibers [104, 105]. These functions can be explained from the perspective of evolution, the “intercalary” hypothesis [106], and shared motifs between Pax6-binding sites with other commonly used cis-motifs recognized by heat shock factors, antioxidant response element, and half of p53-binding site [107]. The present data demonstrate that Pax6 can bind to both open and closed chromatin domains. This is consistent with previous studies of Pax6 complexes with different activities to augment and/or repress transcription [17]. We propose that posttranslational modifications of Pax6, particularly in its C-terminal domain [108, 109] may select appropriate chromatin remodeling complexes, but more studies are needed to address this. This notion is further supported by recent studies of structurally similar Pax7 in vivo binding patterns detected in both open and closed chromatin domains [110].

## Conclusions

Our study provides the first in-depth analysis of open and closed chromatin dynamics coupled with mRNA changes during mammalian lens differentiation. The results reveal groups of co-regulated genes required for lens fiber cells and lens epithelium differentiation and maturation. The molecular base of the co-regulation is illuminated by an unbiased discovery of highly enriched motifs in putative promoters and enhancers, which are comprised of arrays of *cis*-sites known to bind both established transcription factors in lens differentiation (e.g., c-Maf, Pax6, and Sox1) and novel candidate factors (e.g., Tead2, Tead4, CTCF, Gatad1, and NF1). The present studies also uncover novel molecular functions of Pax6, namely its presence in both open and closed chromatin domains, marked by differential levels of histone modifications, consistent with its dual roles as transcriptional activator and repressor. Use of other vertebrate model organisms, such as chicken, provides comparative insights into the chromatin changes during lens cellular differentiation [111]. Collectively, these studies pave the road for follow-up functional studies to dissect roles of candidate enhancers in temporal and spatial gene regulation during lens development and identification of mutations in noncoding regulatory regions of genes that regulate lens development and when mutated could cause cataracts and other lens abnormalities in humans.

## Materials and methods

### Tissue samples and ATAC-seq

Mouse lenses from E14.5 to P0.5 CD1 mice (Charles River) were micro-dissected under the microscope into epithelium and fibers as described earlier [112, 113]. Six P0.5 and eight E14.5 lenses were used per sample. After dissociation, cells were resuspended in cold PBS. Following the ATAC-seq protocol [18], approximately 50,000 P0.5 epithelial, 25,000 P0.5 fiber, 15,000 E14.5 epithelial, and E14.5 fiber cells were used for cell lysis and transposase (2.5 μl transposase in 50 μl buffer) treatment at 37 °C for 30 min. The cell numbers for the experiments were carefully optimized through several trials to achieve clear nucleosome patterns and ensure the qualities of the libraries. The DNA fragments were then purified using MinElute PCR Purification Kit (Qiagen, Cat No. 28004) and amplified by PCR. Both quality and quantity of ATAC-seq libraries were examined by Bioanalyzer and qPCR. The ATAC-seq libraries were sent for 75-bp paired-end sequencing on Illumina NextSeq 500.

### Lens ATAC-seq data analysis and external ATAC-seq data

The 75-bp paired-end ATAC-seq reads were first trimmed by trim-galore (version 0.4.1, https://www.bioinformaticsbabrahamacuk/projects/trim_galore/) to remove adaptors and then mapped to the mouse genome (mm10) using Bowtie2 (version 2.3.3.1) [114] with “-X 2000 –no-mixed –no-discordant –local” parameters. After filtering mitochondrial and duplicated reads through SAMtools (v 1.2) [115] and picard (v 2.1.1, https://www.broadinstitutegithubio/picard/), we used MACS2 (v 2.1.0) [23] for peak calling, with parameters “-f BAMPE -g mm -q 0.05.” After merging the peaks called from individual samples with bedtools2 (v 2.26.0) [116] (parameter ‘-d 10’) and filtering mm10 blacklist regions [24], we identified 185,297 non-redundant ATAC-seq peaks in total. The dataset supporting the conclusions of this article is available in the GEO repository, number GSE124497 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124497). The fastq files for E12.5 and E14.5 forebrain (ENCSR559FAJ, ENCSR810HQR, generated by Bing Ren laboratory from UCSD), E14.5 liver (ENCSR032HKE, generated by Bing Ren laboratory from UCSD), and ESCs ATAC-seq (GSE66390) [26] data were downloaded from the ENCODE [24, 27] and GEO [28] and processed through the same pipeline for the analysis. The mouse ATAC-seq peak file (mm9) across 13 tissues from 8 weeks mice was downloaded from the GEO (GSE111586) [47] and converted to mm10 coordinates using the LiftOver tool in the UCSC genome browser [117].

### Peak annotation and data visualization

The peaks were associated with genes in the Refseq annotation downloaded from the UCSC genome browser [117] in June 2018. The peaks were assigned to genes in a stepwise manner: to promoter regions (< ±2 kb of transcription start sites), gene body, distal regions (< ±50 kb from the gene body), and otherwise intergenic regions. The IGV (Integrative Genomics Viewer, v 2.4.7) software [118] was used to visualize ATAC-seq and ChIP-seq signals at individual regions. After normalizing the samples to the same sequencing depth, deepTools2 (v 2.5.2) software [119] was used to plot the heat maps to show signals around peak regions with default parameters.

### Identification of unique and shared differentially accessible regions

The read pair numbers inside each ATAC-seq peak were calculated using the HTseq (v 0.8.0) [120] with parameter “–nonunique all.” The differentially accessible regions were identified using EdgeR (v 3.22.3) [25] with the cutoff of cpm > 2, FC > 2 and FDR < 0.05 through pairwise spatial and temporal comparisons (E14.5 epithelium vs. E14.5 fibers, P0.5 epithelium vs. P0.5 fibers, E14.5 epithelium vs. P0.5 epithelium, E14.5 fibers vs. P0.5 fibers). One peak could be present in multiple DAR lists if its signal changes met the above criteria in those comparisons. Four unique clusters and four shared clusters were selected from the unique and shared peaks using bedtools (v2.23.0). For example, E14.5 epithelium unique peaks were selected from the DARs with higher signals in E14.5 epithelium by intersection E14.5 epithelium versus E14.5 fibers and E14.5 epithelium versus P0.5 epithelium.

### Identification of DARs at DEGs

The differentially expressed genes were obtained from the E14.5 and P0.5 lens RNA-seq data at FDR < 0.05 [29]. Here, we only analyzed DARs at DEGs when the ATAC-seq signal changes in the DARs were in the same directions as the expression changes of the DEGs. Such DARs at DEGs were then combined into two paths (lens fiber cell differentiation path and lens epithelium maturation path) for lens cells differentiation. The lens fiber cell differentiation path included all the DARs from E14.5 epithelium versus E14.5 fibers and E14.5 fibers versus P0.5 fibers. The lens epithelium maturation path included all the DARs from comparison of E14.5 epithelium versus P0.5 epithelium. We further divided them into clusters by hierarchy clustering methods. The mean FPKMs were used for quantification of gene expression.

### Motif analysis and function analysis

The enriched motifs inside each cluster of peaks were identified using the HOMER software (v 4.7) [31]. For ATAC-seq peak clusters, all ATAC-seq peaks were used as the background for motif scan. For ChIP-seq peak groups, random genomic background was used. We further selected the top non-redundant enriched motifs for discussion. For example, PAX5 and Pax8 motifs were listed as PAX motif in Figs. 3 and 4 as binding sites of Pax6 are similar to other binding sites of Pax3/7 and Pax5 [16]. The GREAT software (v 3.0.0) [30] was used to find the enriched GO terms for each cluster of peaks. We selected the promoters and enhancers in lens important genes, such as *Mip*, *Foxe3*, and *Prox1*, and used the FIMO software [121] to scan them against the motifs enriched at DARs of DEGs. The sequence conservation of the motif sites was then checked by the conservation data downloaded from UCSC genome browser [117] (mm10.phyloP.60way). We further extracted the corresponding human and cow sequences by VISTA software [122] and aligned them using MAFFT with default settings [123].

### ChIP-seq data and analysis

Pax6, Pol2, H3K4me1, H3K4me3, H3K27ac, H3K27me3 and inputs ChIP-seq fastq and bed files in P1 lenses and E12.5 forebrain were downloaded from the GEO (GSE66961) [16, 28]. The reads were aligned to the mouse genome (mm10) using Bowtie2 (version 2.3.3.1) [114] with default parameters. Duplicated reads were removed using SAMtools (v 1.2) [115], and deepTools2 (v 2.5.2) [119] was further used to subtract input signal and normalize the reads to the same sequencing depth. P300 ChIP-seq peaks at E11.5 forebrain were downloaded from the supplementary files in the paper [56]. All peak files were converted from mm9 to mm10 using LiftOver tool from UCSC genome browser [117] when necessary.

## Additional files

**Additional file 1: Table S1.** Summary for the ATAC-seq data.

**Additional file 2: Fig. S1.** Quality controls of ATAC-seq data. **a.** Distributions of insert sizes from 8 ATAC-seq libraries. **b.** Heatmap shows Pearson correlation coefficients among samples, computed from reads mapped to peaks. **c.** Scatterplots of mean normalized counts (mean read counts inside peaks from biological replicates normalized by the total read numbers for all peaks) between pairwise spatial and temporal comparisons.

**Additional file 3: Table S2.** Numbers of DARs and DARs at DEGs from each comparison group.

**Additional file 4: Fig. S2.** Overlaps between DARs from 8 comparison groups.

**Additional file 5: Table S3.** Number of peaks inside unique and shared clusters.

**Additional file 6: Fig. S3.** Analysis of unique or shared clusters of open chromatin regions and their corresponding gene expression levels. **a. b.** Heatmaps show ATAC-seq signals and corresponding gene expression for unique and shared peak groups.

**Additional file 7: Fig. S4.** Correlation of DARs and DEGs. **a.** Pie charts show the percentages of differentially expressed genes (DEGs, dark blue), reversely differentially expressed genes (DEGs reverse, light blue) and not differentially expressed genes (not DEGs, red) associated with each group of differentially accessible regions (DARs). **b.** Bar plots show the percentages of DEGs and DEGs reverse in each group of DARs mapped genes divided by the number of peaks annotated to the genes.

**Additional file 8: Fig. S5.** Hierarchical clustering of transcription factors predicted for lens fiber cell differentiation and lens epithelium maturation paths. **a.** 27 TFs showed higher expression in Path1. **b.** 51 TFs showed higher expression in Path2.

**Additional file 9: Fig. S6.** ATAC-seq peaks at previously described Prox1 binding regions at Lctl, Fgfr3, Fgfrl1, and Crybb1.

**Additional file 10: Fig. S7.** Potential enhancers at key transcription factors and structural proteins in lens. **a. b**. Examples of putative enhancers for lens transcription factors (**a**) and structural proteins (**b**) based on ATAC-seq enrichment. The evolutionary conservation (cons) tracks are shown in green. ATAC-seq data are from mouse E14.5 lens epithelium, lens fibers, forebrain, liver, and ESCs.

**Additional file 11: Fig. S8.** Pax6 binding sites at open and closed chromatin play distinct roles for gene expression. **a.** Examples of P1 lens Pax6 peaks at open chromatin regions in Prox1 (left) and closed chromatin regions in Hivep2 (right). **b.** Table shows the number of Pax6 peaks detected at open and closed chromatin regions in mouse ATAC-seq atlas. **c.** Venn diagram shows the overlaps of genes with lens Pax6 peaks at open and closed chromatin regions and the differentially expressed genes in Pax6 KO vs WT. **d.** Venn diagram shows the overlap of Pax6 peaks at E12.5 forebrain and P300 peaks (E11.5 forebrain).

## Abbreviations

ATAC-seq: assay for transposase-accessible chromatin with high-throughput sequencing
DARs: differentially accessible regions
DEGs: differentially expressed genes
ESCs: embryonic stem cells
FDR: false discovery rate
FC: fold change
GO: gene ontology
ChIP: chromatin immunoprecipitation
HAT: histone acetyltransferase
PTM: posttranslational modification
TF: transcription factor

How the deposited data were processed for this re-analysis (not part of the article)

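Chromatin accessibility was measured by ATAC-seq in lens epithelium and lens fibers of mice at E14.5 and P0.5, with 2 libraries in each of the 4 groups. The authors trimmed the paired-end reads, mapped them to mm10, removed mitochondrial and duplicated reads, pooled the 2 libraries of a group and called peaks with MACS2 at a q value of 0.05. No control library is named in the methods. The paper's numbers of deduplicated read pairs per library are in Table S1 and stand with the description of the samples. The numbers of peaks in the 4 lists are those that Table S1 gives for the pooled calls.

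The authors made the −log10 p and −log10 q values of each peak with MACS2 from the pooled reads, at the summit of the peak, before they deposited the lists. The authors' fold enrichment is the ratio of the pooled reads at the summit to the local background that MACS2 estimated in the same libraries. The authors' peak score, as deposited, was made by MACS2 as a whole number from the −log10 q value, and it was not used here. Fold enrichment entered as a rank within its own list, and its values are printed only for the peaks flagged for a closer look. The −log10 p values served only to order the peaks of a list.

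Every list was assigned to its group by stage and tissue, and 0 columns stayed unassigned. Peak positions were checked against the chromosome lengths of GRCm38. Peaks on unplaced scaffolds, 82 in E14.5 epithelium, 57 in E14.5 fibers, 90 in P0.5 epithelium and 73 in P0.5 fibers, were left out of the analysis of locations. Peaks were read, ordered and counted with python 3.11.15, pandas 2.3.3 and numpy 2.4.6, merged at a distance of 10 bp with bedtools 2.31.1, and drawn with matplotlib 3.10.9. Genome sequence was read with pysam 0.24.0 and samtools 1.23.1, and intervals and chi-squared tests were computed with scipy 1.17.1. Locations used the 45756 curated RefSeq transcripts of 26180 genes. A peak belonged to a class by an overlap of at least 1 bp, in the order promoter (within 2 kb of a transcription start site), gene body, distal (within 50 kb of a gene body) and intergenic. The ENCODE blacklist was not used here.

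The paper sorted peaks into unique and shared groups by tests on read counts. The lists hold no read counts, so the 8 groups were formed by which lists called a merged peak. Motifs were searched as consensus sequences in 200 bp around the summit, and their share of peaks was placed among 10000 random sets of merged peaks matched on quintiles of width and of GC content. Sequences of Figs. 10 and 11 were found by exact match. A sequence with more than 1 match within 50 kb was placed at the match nearest to a sequence of the same element that has 1 match.

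The pooled lists give no values per library. Values taken from them therefore have no standard deviation between replicates and no test across replicates. The values per library in Table S1 were printed without a test. Shares carry Wilson intervals and differences of shares Newcombe intervals at 95%, which cover counting error only. The percentiles among random sets describe these lists.

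Genes that could be named were set by a rule: every gene the paper names as an example of an ATAC-seq locus, the genes at the 5 peaks with the highest fold enrichment and at the 5 widest peaks of each list, the 10 genes with the highest gene body coverage in each list, and every crystallin gene. Of these genes, the text names those that bear on a statement of the paper or on the peaks of highest fold enrichment and the widest peaks of E14.5 fibers, and leaves the others out. Crystallin genes were taken by their symbol. The predicted genes at the wide peak of chromosome 15 were chosen after their values were seen. The rule, the groups, the comparisons and the alternatives were set before the data were examined, apart from predicted RefSeq transcripts (119253 transcripts in all) and the promoter share of peaks unique against all 3 other groups, which were chosen after the data were seen. The alternatives were other q values, equal numbers of the 58592 strongest peaks by p value in each list, other merge distances and overlaps, other promoter widths, gene sets and places of a peak, a stricter presence (a q value under 0.001 in the group), other motif windows and backgrounds, and other parts of gene bodies.

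The steps were tested on simulated data. All of 4000 simulated sites (100%) were merged and grouped correctly, and 100% of 10 simulated peaks were placed in the right location. Of 200 simulated sets without any motif excess, 7% fell outside the central 95% of the matched random sets, and 100% did without matching. Motif and group both followed the matched classes of GC content in these sets by construction. These shares therefore check the steps and do not measure the error of either setting in the data. An excess planted in 2% of the peaks was found in 81% of 200 sets.

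Comparisons that rest on read signal, on RNA-seq, on ChIP-seq or on HOMER's matrices were not analysed here.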

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

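All tests of the peaks described here were chosen after the result was seen. Each peak lies outside the genes that the paper discusses. The fold enrichment values are the authors' own and are compared only within a list.

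The peak with the highest fold enrichment in every list lay on chromosome 17, from 39842997 to 39848875 in E14.5 fibers. Its fold enrichment there was 2739, the highest of that list, with 1335 for the next peak. It was 955 in E14.5 epithelium, 471 in P0.5 epithelium and 1437 in P0.5 fibers. The peak was called in both tissues and at both stages, and the paper does not report it. Of its length in E14.5 fibers, 42.1% lay inside an annotated rRNA gene, so reads from many rRNA gene copies that were placed at 1 locus may account for the value. That explanation and accessibility of the locus itself cannot be told apart, since the number of gene copies behind the reads is not in the lists. A difference between tissues or stages stays open as untested.

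In P0.5 fibers, the peak on chromosome 1 from 24612175 to 24614395 had a fold enrichment of 503, the third highest of the list. Of its 25-bp words, 98.1% occur in the mitochondrial genome of 16299 bp. On chromosomes 1 to 19, X and Y, peaks with at least 50% of such words numbered 6 in E14.5 epithelium, 7 in E14.5 fibers, 8 in P0.5 epithelium and 9 in P0.5 fibers. Among the 10 peaks with the highest fold enrichment of each list on these chromosomes, without unplaced scaffolds, 5 of 40 were of this kind, or 12.5%, which argues against sequence shared with the mitochondrial genome as the source of most of the highest values. Mitochondrial reads placed on a nuclear copy may still account for this peak. Whether tissue or stage plays a part was not tested.

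Among the 5 widest peaks of E14.5 fibers, a peak of 13.6 kb on chromosome 15, from 36721510 to 36735145, lay between genes of the curated annotation, 72324 bp from the nearest transcription start site, that of Ywhaz. It had a fold enrichment of 82.1 and rank 1904. E14.5 epithelium had 7 peaks in the same region, P0.5 epithelium 4 and P0.5 fibers 6, which covered 26.4%, 15.9% and 19.3% of it. Of the wide peak, 24.3% was repeat-masked sequence, which argues against repeats as the source of most of its width. The predicted RefSeq genes Gm41297 and A830021M18Rik and the GENCODE gene Gm49263 overlap the region, so a transcribed region absent from the curated annotation may underlie the peak. That was not tested, since expression was not analysed here. An effect of the tissue and the stage also stays open.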

How the results depend on the processing

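Predicted transcripts and the promoter share of peaks unique against all 3 other groups were tested after the results were seen. No paired analysis was possible because each list pools the 2 libraries of a group. For the same reason, leaving out a replicate and a fit with a replicate block were not run. Among the values under alternatives, 142 kept their direction and side of the threshold, or stayed within the interval or 1.5 times the main count. Another 3 became stronger, 8 reversed and the others moved further. Where a value changed, the cause was not tested, except that a stricter q value or equal numbers leave fewer peaks by construction.

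With a q value under 0.001, the P0.5 fiber list held 30793 peaks. The share of E14.5 epithelium peaks overlapped at P0.5 was 44.6% and the reverse 83.4%, against 20.3% and 76.4% in fibers. Peaks called only at P0.5 numbered 7682 in epithelium and 7097 in fibers. The promoter share was higher at P0.5 by 11.1 percentage points in epithelium and 28.4 in fibers.

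With an overlap of 50% of both peaks, the shares fell to 28.2% of E14.5 and 48.1% of P0.5 peaks in epithelium and to 7.50% and 14.7% in fibers.

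With equal numbers of peaks, the shares were 63.8% of E14.5 and 70.6% of P0.5 peaks in epithelium and 39.4% and 50.4% in fibers. Peaks called only at E14.5 numbered 19251 in epithelium and 35228 in fibers. The promoter difference was 3.39 points in epithelium and 5.51 in fibers, so it kept its direction. Peaks unique to E14.5 epithelium numbered 9021 and to E14.5 fibers 15523, fewer than the 14145 unique to P0.5 epithelium and the 26885 unique to P0.5 fibers, which reverses the order with all peaks. Shared peaks numbered 2128 in fibers, 8450 at E14.5 and 1271 at P0.5. The difference in promoter share of unique peaks changed its sign, to 0.105 points in epithelium, with an interval that held 0, and 1.15 in fibers.

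With the stricter presence, peaks called only at P0.5 numbered 7174 in epithelium and 6496 in fibers. Unique peaks numbered 37097 in E14.5 fibers, 6430 in P0.5 epithelium and 6076 in P0.5 fibers, and shared peaks 1250 in fibers and 170 at P0.5. The promoter share of unique fiber peaks reversed to 1.27 points. The Sox ratio reversed to 1.02 in peaks unique to E14.5 fibers, inside the range of the random sets, and rose to 1.37 in shared fiber peaks, and the Pitx ratio at E14.5 rose to 1.06.

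With promoters within 1 kb, the promoter difference was 10.6 points in epithelium and 12.6 in fibers, and −0.710 among unique epithelium peaks. With the whole merged peak, the Sox ratio in shared fiber peaks reversed to 0.980 and the Pitx ratio in shared E14.5 peaks to 0.951. Without matching, the Sox ratio in peaks unique to E14.5 fibers reversed to 1.08, and the Pitx ratio rose to 1.21. That setting leaves differences of width and GC content in place. Without promoter peaks, the Ets ratio in shared E14.5 peaks reversed to 1.08, inside the range of the random sets.

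The ratios of Tead, Maf, AP-2 and NF1 named with the motifs kept their side of 1 under all 4 motif alternatives. One of these, the background without matching, does not separate enrichment from differences of width and GC content. Among values that no comparison rests on, 49 stayed and 111 moved, among them 66 of 96 shares by location and 24 of 24 shares of overlap between tissues. The lists hold no peaks of single libraries, so how far a result here varies between the 2 libraries of a group was not computed.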

Differences from the paper's values

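The paper's distal shares, read by eye from Fig. 1d, are about 40% in E14.5 epithelium, about 38% in E14.5 fibers, about 35% in P0.5 epithelium and about 33% in P0.5 fibers. The values computed here were 21.2%, 19.7%, 18.9% and 16.2%. Gene body shares differed in the other direction in every group, though by less than 1.5 times. They were 46.5%, 54.3%, 38.7% and 44.9% here, against about 33%, about 39%, about 28% and about 32% in Fig. 1d. For the distal shares the gap was larger. None of the alternatives set before the data were examined closed the distal gap. For intergenic peaks, Fig. 1d shows about 2% in E14.5 epithelium, about 2% in E14.5 fibers, about 2% in P0.5 epithelium and about 2% in P0.5 fibers, against 7.47%, 5.94%, 7.79% and 5.203% here. None of the alternatives set before the data were examined closed this gap either. With predicted RefSeq transcripts, chosen after seeing the values, the intergenic share was 2.39% in E14.5 fibers and 2.28% in P0.5 fibers, within 1.5 times the paper's value, and 3.05% and 3.17% in E14.5 and P0.5 epithelium, outside it. The same transcripts lowered the distal shares to 18.9%, 17.2%, 16.9% and 14.0% in the order above, further from the paper's values. They raised the promoter shares from 24.8%, 20.1%, 34.6% and 33.6% to 31.1%, 26.1%, 40.7% and 39.7%, also further from the paper's values of about 25%, about 21%, about 34% and about 33% in Fig. 1d, read by eye.

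In Fig. 2c, read by eye, the paper's promoter share is about 5% for peaks unique to E14.5 epithelium, against 10.9% here. With promoters within 1 kb it was 5.45%, and no other alternative set before the data were examined closed the gap. The same promoter width left every other group of Fig. 2c more than 1.5 times below the paper's share, with 4.59% of peaks unique to E14.5 fibers, 4.74% of those unique to P0.5 epithelium and 4.20% of those unique to P0.5 fibers. Among shared peaks it gave 4.43% in epithelium, 6.23% in fibers, 6.55% at E14.5 and 5.89% at P0.5. For peaks unique to P0.5 fibers it is about 15% in Fig. 2c, against 9.31% here. With the stricter presence it was 10.886% and with equal numbers 10.5%, both within 1.5 times the paper's value, while promoters within 1 kb did not close the gap. For peaks shared at E14.5 it is about 40% in Fig. 2c, against 11.4% here, and none of the alternatives set before the data were examined closed the gap.

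The paper's Table S3 lists 463 peaks unique to E14.5 epithelium, 3275 unique to E14.5 fibers, 1340 unique to P0.5 epithelium and 2729 unique to P0.5 fibers. The numbers here, from presence in the lists, were 25559, 56193, 10466 and 25090. Table S3 lists 380 peaks shared by fibers and 1661 shared at E14.5, against 4507 and 21164 here. None of the alternatives set before the data were examined closed these gaps.

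The paper states that peaks with higher signal at P0.5 held a larger percentage of promoter peaks. Its groups came from tests on read counts, while those here rest on which lists called a peak, so the sets of peaks differ. Here the promoter share of unique peaks fell by 2.78 percentage points in epithelium. In fibers the difference of −0.419 points had an interval from −0.851 to 0.0195, so none was detectable. In fibers it was higher at P0.5 with equal numbers of peaks, by 1.15 points, and with the stricter presence, by 1.27. The fiber difference was below 0 with promoters within 1 kb, at −0.390 points (−0.688 to −0.0828). It was also below 0 for peaks unique against all 3 other groups, at −0.757 points (−1.19 to −0.312). In epithelium no difference was detectable with equal numbers (0.105 points, −0.675 to 0.870). For motifs, the paper used HOMER's matrices in its own groups, so both the motif models and the sets of peaks differ from those here. It names Sox among the top motifs of its 3275 peaks unique to E14.5 fibers. In the 56189 peaks of that group here, the ratio of the Sox consensus was 0.973. With the stricter presence it was 1.02, at the percentile of 95.7 and so not set apart from the random sets. The 1.08 without matching does not separate enrichment from differences of width and GC content. The simulation cannot decide this, since motif and group both followed GC content in it by construction. Fig. 3a shows an Ets motif in peaks shared at E14.5, where the ratio here was 0.736. Without promoter peaks it was 1.081, at the percentile of 86.5 and so not set apart from the random sets. The paper states that Pax6 has peaks with higher signal in epithelium. Read signal was not compared here, and ranks within lists cannot decide which tissue has the higher signal. The highest-ranked Pax6 peak here stood at 3.73% of the list in E14.5 epithelium and at 0.479% in E14.5 fibers, while at P0.5 it stood at 6.64% in epithelium and 6.31% in fibers. The ranks themselves at P0.5 had the other order, 3891 in epithelium and 3973 in fibers. By number, more peaks overlapped the Pax6 gene body in epithelium than in fibers, 25 against 12 at E14.5 and 17 against 16 at P0.5. Pax6 promoter peaks numbered 9 in epithelium and 4 in fibers at E14.5, but 8 and 12 at P0.5. Such numbers do not measure accessibility, since a wide peak counts once. The gene body of Crybb1 was covered to 100% by 1 peak in E14.5 fibers and to 47.0% by 10 peaks in P0.5 fibers.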

Other observations

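The tests of depth, of the share of reads inside peaks, of the chi-squared p-values and of repeats as the source of most P0.5 fiber unique peaks were chosen after the result was seen.

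Fewer peaks were called at P0.5 than at E14.5 in both tissues. By the paper's Table S1, every single E14.5 library had more peaks than the pooled P0.5 list of its tissue, from fewer read pairs. The fewest were 68209 peaks in an epithelium library, against 58592 in the pooled P0.5 list, with at most 14577676 read pairs against 28113596. In fibers the fewest were 71136 against 62995, with at most 18509184 read pairs against 21835518. This argues against sequencing depth as the cause. The paper's share of reads inside peaks was at most 0.12 in a P0.5 epithelium library and at least 0.26 at E14.5, and at most 0.08 in a P0.5 fiber library and at least 0.32 at E14.5. The share differs with the stage in every library, so a lower share of reads inside peaks for technical reasons and a biological effect of the stage cannot be told apart. The number of cells per sample also differed between the stages.

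The higher promoter share at P0.5 could follow from fewer called peaks, since the strongest peaks lie most often at promoters. With equal numbers of peaks the difference was 3.39 percentage points in epithelium and 5.51 in fibers, with intervals above 0, which argues against the number of peaks as the whole cause. It was smaller than with all peaks. The share of reads inside peaks stays open, as does the stage itself.

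Of the peaks unique to P0.5 fibers, 24.2% had a q value under 0.001, a smaller share than in the other unique groups. Outside promoters, their mean GC content was higher than that of peaks unique to E14.5 fibers by 3.57 percentage points (bootstrap interval 3.50 to 3.65). The mean was 54.4%, against 50.8% in E14.5 fibers, 52.2% in E14.5 epithelium and 52.6% in P0.5 epithelium. Peaks shared by fibers had a higher mean, 54.9%. Of the summits of peaks unique to P0.5 fibers, 9.94% (9.57% to 10.3%) lay in repeat-masked sequence. In the other unique groups this was 8.69% in E14.5 epithelium, 8.60% in E14.5 fibers and 7.18% in P0.5 epithelium. Calls near the threshold, GC content bias and repeats may each account for a part of this group. The 90.1% of summits outside repeats argue against repeats as the source of most of it. A biological difference of P0.5 fibers stays open and was not tested.

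A chi-squared test with continuity correction on the percentages of Fig. 1d, taken as counts out of 100 peaks, gave p = 0.215 for epithelium and p = 0.0798 for fibers. For the percentages of Fig. 2c, likewise out of 100 peaks, the p-values were 0.128 for epithelium and 0.277 for fibers. The paper's p-values are 0.21, 0.08, 0.13 and 0.28. These values are consistent with a test on percentages in place of numbers of peaks, and the percentages were read by eye. No biological explanation applies.

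The highest median gene body coverage among 10000 random sets of genes with lengths like those of the 21 crystallin genes was 37.1% in E14.5 fibers, against 93.1% for the crystallin genes. This argues against gene length as the cause. Tissue and stage stay open as a hypothesis, and other technical explanations were not tested.

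The CTCF motif had ratios of 0.462 in peaks unique to E14.5 fibers, 0.207 in those unique to P0.5 fibers and 0.267 in peaks shared by fibers. In epithelium the ratio was 1.13 in peaks unique to E14.5, 0.567 in those unique to P0.5 and 0.959 in shared peaks. Peaks shared by both tissues had 1.82 at E14.5 and 0.316 at P0.5, so low ratios were not confined to fibers. The Tbx motif occurred in 14.7% of peaks unique to P0.5 fibers, against 11.4% at random, a ratio of 1.28.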
